# Exposure of Salmonella enterica Serovar Typhimurium to Three Humectants Used in the Food Industry Induces Different Osmoadaptation Systems

**DOI:** 10.1128/AEM.01379-15

**Published:** 2015-09-04

**Authors:** Sarah Finn, Lisa Rogers, Kristian Händler, Peter McClure, Alejandro Amézquita, Jay C. D. Hinton, Séamus Fanning

## Abstract

Common salt (NaCl) is frequently used by the food industry to add flavor and to act as a humectant in order to reduce the water content of a food product. The improved health awareness of consumers is leading to a demand for food products with reduced salt content; thus, manufacturers require alternative water activity-reducing agents which elicit the same general effects as NaCl. Two examples include KCl and glycerol. These agents lower the water activity of a food matrix and also contribute to limit the growth of the microbiota, including foodborne pathogens. Little is currently known about how foodborne pathogens respond to these water activity-lowering agents. Here we examined the response of Salmonella enterica serovar Typhimurium 4/74 to NaCl, KCl, and glycerol at three time points, using a constant water activity level, compared with the response of a control inoculum. All conditions induced the upregulation of gluconate metabolic genes after 6 h of exposure. Bacteria exposed to NaCl and KCl demonstrated the upregulation of the osmoprotective transporter mechanisms encoded by the *proP*, *proU*, and *osmU* (STM1491 to STM1494) genes. Glycerol exposure elicited the downregulation of these osmoadaptive mechanisms but stimulated an increase in lipopolysaccharide and membrane protein-associated genes after 1 h. The most extensive changes in gene expression occurred following exposure to KCl. Because many of these genes were of unknown function, further characterization may identify KCl-specific adaptive processes that are not stimulated by NaCl. This study shows that the response of *S*. Typhimurium to different humectants does not simply reflect reduced water activity and likely involves systems that are linked to specific humectants.

## INTRODUCTION

Addition to foods of compounds known as humectants that function to control water activity (*a_w_*) is an age-old process of enhancing stability, adding flavor, and limiting food spoilage. The oldest and most widely used of these humectants is common salt (NaCl) and various sugars, such as sucrose and fructose. Other humectants that can be used include glycerol, sorbitol, and KCl. Many Gram-negative bacteria, including Salmonella, require an *a_w_* of >0.93 for growth, with optimum growth occurring at *a_w_*s of 0.995 to 0.98 (1, 2). However, this pathogen has the ability to persist within food production environments, wherein the water activity levels are often carefully controlled. Further, Salmonella is the etiological agent in the majority of outbreaks linked to low-water-activity foods (3–5). Some studies have begun to shed light on the mechanisms by which Salmonella survives within a dry factory environment (6–8). Similarly, a study of the response(s) of Salmonella in a low-water-activity food product reported that the bacteria enter a dormant state during which <5% of the genome is transcribed (9).

When bacterial cells sense a decrease in the moisture availability of the external environment, they must respond rapidly to balance the internal osmotic pressure in order to maintain viability. Initially, it was believed that the type of response was not dependent on the nature of the osmolyte and that an increase in potassium influx was a common feature of adaption (10–12). However, Shabala et al. demonstrated that the osmotic response of Escherichia coli is highly dependent on the nature of the solute (13). In the latter investigation, the response of E. coli to NaCl and sucrose was examined after 10 min, with 40% of the differentially expressed genes sharing no similarity between the two solutes studied (13). These authors concluded that osmotic challenge, whether it is from ionic or nonionic humectants, can elicit rather different responses (13).

The response elicited by Gram-negative bacteria upon exposure to elevated levels of NaCl has been a topic of investigation for many years (14–18). Due to the harmful health effects (such as elevated blood pressure and cardiovascular disease) associated with high levels of NaCl consumed in the diet, improved consumer awareness of these negative health effects has resulted in the demand for products with much lower salt contents, and this consumer-driven pressure has led manufacturers to seek out alternative humectants. Two such alternative compounds are KCl and glycerol. The transcriptional mechanisms by which Salmonella responds to the stress exerted by these humectant compounds have not been thoroughly examined.

Both NaCl and KCl are classified as ionic humectant compounds; hence, it is hypothesized that the bacterial transcriptional response to these chemicals may be very similar. In contrast, glycerol is a nonionic sugar alcohol (polyol) that freely permeates the cytoplasmic membrane (19). How Salmonella responds to glycerol-induced low-water-activity conditions is unknown.

The aim of this study was to examine the transcriptional response of Salmonella enterica serovar Typhimurium 4/74 to the three humectants NaCl, KCl, and glycerol while the water activity level was maintained at a sublethal level (*a_w_* = 0.95) over a 24-h period. This particular strain was chosen for analysis as it has been widely used as a model bacterium in the context of transcriptomic analysis, allowing comparison of the data obtained by transcriptomic analysis with data obtained by other methods, such as by desiccation (6), and under other infection-relevant conditions (20). These data may help food manufacturers develop and validate improved food safety measures for low-moisture foods.

## MATERIALS AND METHODS

### Bacterial strains and inoculum preparation.

*S*. Typhimurium 4/74 was used throughout this study (21). This isolate was stored on cryobeads (Technical Service Consultants Ltd., Heywood, Lancashire, England) at −80°C, resuscitated from storage directly on Luria-Bertani (LB) agar (Difco), and incubated overnight at 37°C.

Similar to the experiments described previously by Finn et al., a setting with a static system of growth at 24°C was used throughout the study to model a storage setting that may be encountered by these bacteria within a low-moisture food and its production setting (6). A standard early-stationary-phase (ESP) inoculum was prepared in LB medium using a previously described method (6). Briefly, 10 ml of LB medium was inoculated using one colony from an LB agar plate and incubated statically at 24°C for 48 h. The culture was then diluted 1:100, and 200 μl of this cell suspension was used to inoculate 500 ml LB medium to yield approximately 4 × 10^3^ CFU/ml. The culture was incubated statically at 24°C until it reached early stationary phase (approximately 17 h) and served as the inoculum for further study.

### Exposure to humectants and RNA extraction.

The MICs of NaCl, KCl, and glycerol for isolate 4/74 were previously determined (22). On the basis of these results, sublethal concentrations of all three compounds were prepared in Luria-Bertani broth without NaCl (LO; 10 g/liter tryptone, 5 g/liter yeast extract) as follows: 6% (wt/vol) NaCl (*a_w_* = 0.951), 9.25% (wt/vol) KCl (*a_w_* = 0.953), and 10% (vol/vol) glycerol (*a_w_* = 0.951). Each of these medium preparations was measured using a LabMaster-*a_w_* meter (Novasina AG, Lanchen, Switzerland).

Samples (10 ml) of the inoculum culture were centrifuged at 3,200 × *g* for 10 min. The supernatant was discarded, and the cell pellet was washed three times with phosphate-buffered saline (PBS). Finally, the cells in the pellet were resuspended in 10 ml of NaCl, KCl, or glycerol medium and incubated statically at 24°C for 1, 6, or 24 h. These time points were chosen to examine the cellular changes that take place at a relatively early exposure (1 h) and the adaptive mechanisms that take place after a longer-term exposure (24 h).

To extract RNA from the samples indicated above, cells were harvested by centrifugation at 3,200 × *g* for 10 min; the majority of the supernatant (approximately 9 ml) was discarded and the pellet was resuspended in the remaining liquid (approximately 1 ml). The cell suspension was then transferred to a 1.5-ml microcentrifuge tube and centrifuged for 1 min at 20,800 × *g*. The supernatant was subsequently discarded, and the cell pellet was resuspended on ice in 1 ml TRIzol reagent (Invitrogen). Total RNA was extracted as described by Kröger et al. (20) and treated with DNase I as described by Finn et al. (6). RNA was adjusted to a final concentration of >1,300 ng/μl with RNase-free water, as determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop, Wilmington, DE, USA).

An Agilent RNA 6000 Nano kit (catalog no. 5067-1511) was used to assess RNA quality using an Agilent 2100 bioanalyzer (Agilent, Stockport, United Kingdom) per the manufacturer's instruction.

### Microarray preparation and transcriptome analysis.

Microarray slides were prepared, scanned, and analyzed as outlined previously (6). Methods are described in brief below. A SALSIFY2 array was used in this study (Agilent microarray design identifier [AMADID] 037367; Agilent Technologies, Santa Clara, CA). A previously described common reference approach which avoids the use of dye-swap experiments and allows comparison of the data obtained under different conditions was used (23–25). In this case, *S*. Typhimurium 4/74 genomic DNA (gDNA) was used as the standard reference. RNA was reverse transcribed to cDNA and fluorescently labeled with Cy3-dCTP, while *S*. Typhimurium 4/74 gDNA was fluorescently labeled with Cy5-dCTP. The labeled gDNA and cDNA were hybridized to the array for 18 h at 65°C and washed according to the manufacturer's instructions (Agilent). Scanning was carried out using an Agilent microarray scanner (Agilent Technologies, Santa Clara, CA) at a 5-μm resolution, with the green and red photomultiplier tube (PMT) values being set to 100% and the extended-dynamic-range (XDR) value being 0.1. The data were then extracted from the resulting multi-image TIFF files using Feature Extraction software (Agilent Technologies) and analyzed using GeneSpring (version 7.3) software (Agilent Technologies, Santa Clara, CA).

The whole experiment was carried out in triplicate. Expression profiles were normalized to the profile of the inoculum ESP culture. Genes with statistically significant (*P* < 0.05) changes in expression above or below a 3-fold cutoff were identified using a *t* test. Only genes that were found by two or more probes to have changes in expression above or below the 3-fold cutoff were included in the analysis.

### qRT-PCR.

Quantitative reverse transcriptase (RT) PCR (qRT-PCR) was used for validation of the microarray results. The oligonucleotide primers used are listed in Table S1 in the supplemental material. On the basis of the results obtained from the analysis of the microarray data, two upregulated genes and two downregulated genes from each sample were selected, and the corresponding expression, normalized to the expression of the nondifferentially expressed 16S rRNA gene, was determined by qRT-PCR. Due to the degree of differential expression observed, it was not possible to use the same genes for validation across all time points. A Qiagen QuantiTect SYBR green RT-PCR kit (Qiagen, Hilden, Germany) was used for the preparation of samples, and reactions were carried out in a Mastercycler ep realplex real-time PCR system (Eppendorf, Hamburg, Germany). In brief, the amplification reaction mixtures were as follows: 12.5 μl 2× QuantiTect SYBR green RT-PCR master mix, 10 pmol of each forward and reverse primer (see Table S1 in the supplemental material), 50 ng of each RNA sample taken at a designated time, and 0.25 μl of QuantiTect reverse transcription mix, along with RNase-free water in a final volume of 25 μl. Cycling conditions were as follows: 30 min at 50°C (to allow the synthesis of cDNA) and 95°C for 15 min, followed by 40 cycles of 15 s at 94°C, 30 s at 60°C, and 30 s at 72°C. Three biological replicates were carried out, and relative gene expression was calculated using the 2^−ΔΔ*CT*^ threshold cycle (*C_T_*) method (26).

### Microarray data accession number.

Data from this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database and assigned GEO accession number GSE69857.

## RESULTS

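The arrays compared RNA from the ESP inoculum with RNA from cells kept at 24°C in 6% NaCl, 9.25% KCl or 10% glycerol for 1, 6 or 24 h, with 3 biological replicates in each of the 10 groups and 30 arrays in all. The cDNA was labeled with Cy3 and genomic DNA of the same strain, the common reference, with Cy5, and the dyes were not swapped. The authors extracted the scans with Feature Extraction software and deposited, for each spot, the intensity of both channels with its local background on a linear scale, and a table of log2 ratios of Cy3 to Cy5. Each array held 14680 probes of 5054 genes, and 14679 probes of 5053 genes, whose Cy5 signal was above background on at least 50% of the arrays, were used. The median Cy3 signal of the 3 arrays in a group ranged from 1224 to 1985 (median 1734) after 24 h in NaCl, the dimmest group, to between 4746 and 6659.5 (median 5553) after 1 h in NaCl, the brightest. In the control it was 2256 to 5548 (median 3589.5). These signals were 28.5 to 128 times those of the negative control spots, and the number of arrays, 3 per group, limits the precision of each value. The analysis had been planned on mean signals, with the software's processed signals in their place if mean and background signals were lacking. Median signals with their background were used, since the processed signals already include a dye normalization that the plan excluded, and the processed signals were run as an alternative. Background was corrected by the normexp method with an offset of 50, the log2 ratio of Cy3 to Cy5 was formed, each array was centred on its median without loess, and all 30 arrays entered a single limma fit. The plan left out loess because the genomic DNA signal hardly varies between genes, so the intensity of a spot rises with its ratio. Loess, like the dye normalization of the processed signals, may then remove expression differences themselves. A threshold lost with either therefore cannot tell an artifact from a removed change. A gene was called differentially expressed when at least 2 of its probes changed by more than 3-fold in the same direction, each with a Benjamini-Hochberg adjusted p under 0.05, and this is the criterion of 2 probes named hereafter. The log2 fold change of a gene against the control, its standard error and its adjusted p come from a limma fit on the mean of its probes, and a gene is said to pass or lose the threshold by that adjusted p. Groups of genes were tested with the fry method. For an unchanged gene, chance alone places the 3 exposed arrays all above or all below the 3 controls in 10% of cases. The median of all genes shifted by 0.16 after 24 h in NaCl, -0.12 after 6 h in KCl and 0.11 after 24 h in glycerol, so changes at these points are relative to that shift. After 6 h in KCl the shift was -0.25 with quantile normalization and -0.27 with Cy3 alone. On uncorrected signals the Cy5 change of a probe followed its Cy3 change with slopes from 0.106 to 0.143 over the 9 comparisons with the control.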

A comparison of the overlap between the humectant-induced gene expression profiles is outlined in Fig. 1. Full lists of the gene expression changes detected after exposure to NaCl, KCl, and glycerol are included in Data Sets S1, S2, and S3 in the supplemental material, respectively. 

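Among the genes that met the criterion of 2 probes and had all 3 exposed arrays on the same side of the controls, the largest rise and the largest fall in each comparison are given as log2 fold changes, which came from 3 arrays per group. After 1 h in NaCl, *fadB* (SL3936) was at 2.44 (standard error 0.32, adjusted p = 2.37e-05) and STnc700 at -2.66 (standard error 0.27, adjusted p = 7.42e-07). After 1 h in KCl, *argT* (SL2324) was at 2.58 (standard error 0.28, adjusted p = 1.09e-06) and STnc700 at -3.03 (adjusted p = 9.12e-08). Glycerol gave 4.84 (standard error 0.47, adjusted p = 7.83e-08) for STM4302 (SL4239) and -3.91 (standard error 0.48, adjusted p = 1.83e-06) for *eutL* (SL2419) at 1 h. At 6 h, STM1513 (SL1443) and STM4315 (SL4251) were at 5.36 (adjusted p = 9.34e-04) and -3.11 (adjusted p = 2.33e-06) in NaCl. In KCl, SLP1_0070 and *ydeW* (SL4022) were at 7.17 (adjusted p = 3.48e-13) and -2.44 (adjusted p = 2.09e-04). Glycerol moved Spf, a small RNA, to 4.22 (adjusted p = 2.64e-07) and STM4540 (SL4471) to -3.52 (adjusted p = 0.00165). At 24 h, STM1513 and *eutP* (SL2432) were at 4.69 (adjusted p = 0.00182) and -3.54 (adjusted p = 1.03e-06) in KCl. In NaCl, *zraP* (SL4111) and *eutM* (SL2428) were at 4.0 (adjusted p = 5.39e-08) and -3.79 (adjusted p = 1.51e-04). Spf and *eutM* were at 4.19 (adjusted p = 2.13e-07) and -4.28 (adjusted p = 3.36e-05) after 24 h in glycerol. *fadB* (NaCl 1 h), *argT* (KCl 1 h), STM4315 (NaCl 6 h), *ydeW* (KCl 6 h), STM4540 (glycerol 6 h), *eutP* (KCl 24 h), and *zraP* and *eutM* (each NaCl 24 h) lost the threshold with loess within arrays and STM4540 (glycerol 6 h) and *eutM* (NaCl 24 h) lost it with Feature Extraction processed signals. *eutM* (NaCl 24 h) was -2.98 without NaCl 24 h replicate 2, *eutM* (NaCl 24 h) was -4.46 without NaCl 24 h replicate 3, *eutM* (glycerol 24 h) was -3.66 without glycerol 24 h replicate 1, and *eutM* (glycerol 24 h) was -5.0 without glycerol 24 h replicate 2.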

Table 1 outlines the total number of differentially expressed genes across all conditions. 

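Without the limits on fold change and probes, 390, 799, and 816 of 5053 genes passed the threshold of the limma fit after 1, 6 and 24 h in NaCl, 122, 1513, and 1173 in KCl, and 1329, 730, and 845 in glycerol. With Feature Extraction processed signals, the numbers of genes called by 2 probes were 0, 15, and 13 in NaCl, 0, 169, and 19 in KCl, and 47, 21, and 23 in glycerol. Loess within arrays gave 0, 11, and 7 in NaCl, 0, 148, and 13 in KCl, and 25, 8, and 13 in glycerol. With Cy3 alone they were 107, 299, and 270 in NaCl, 76, 551, and 443 in KCl, and 498, 303, and 333 in glycerol. Of 101 genes that the paper's text or Fig. S1 names, 22, 50, and 34 passed the threshold at the 3 times in NaCl, 9, 57, and 49 in KCl, and 47, 30, and 39 in glycerol, adjusted over all genes. Adjusted over the list alone, they were 28, 59, and 38, 14, 61, and 58, and 53, 36, and 46 in the same order, which is not independent evidence because the study chose the list on these samples.

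**Figure D1:**
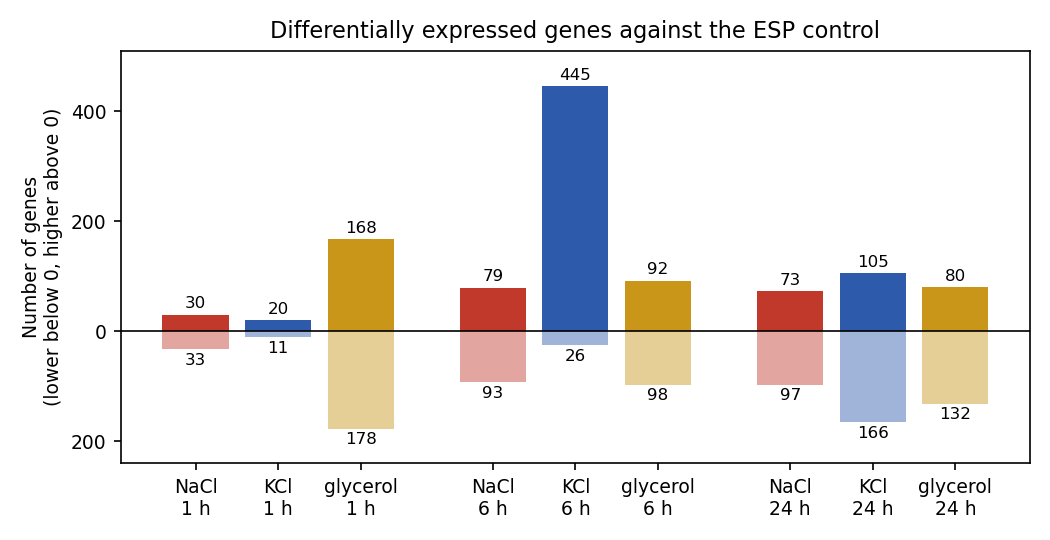
Number of genes (y axis) called higher and lower than in the ESP control after 1, 6 and 24 h in NaCl, KCl and glycerol, each bar from 3 exposed and 3 control arrays. KCl after 6 h has the tallest bar, with 445 genes higher.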

The transcriptomic data were confirmed by qRT-PCR (see Fig. S1 in the supplemental material) and showed statistically significant (*P* < 0.05) changes in the levels of expression of the genes tested compared to those for the control. The same expression patterns of the selected genes were observed both in the transcriptomic arrays and by qRT-PCR, thereby validating these data.

**FIG 1:**
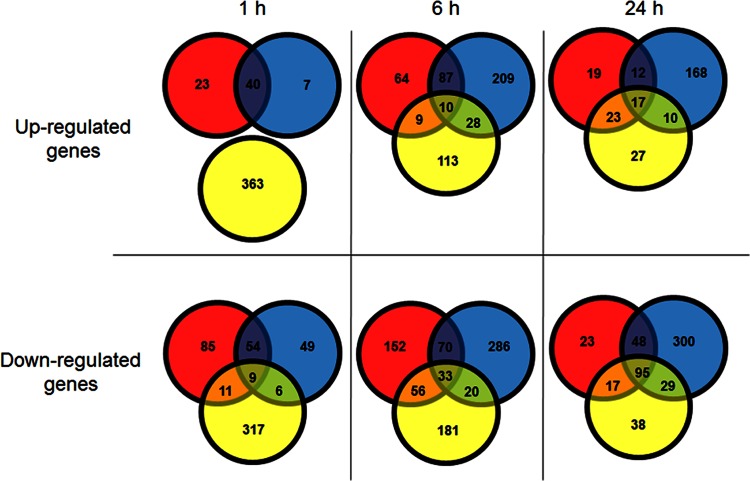
Comparison of genes differentially expressed over the course of the experiment. The numbers indicate the number of up- or downregulated genes. Red circles, NaCl-exposed samples; blue circles, KCl-exposed samples; yellow circles, glycerol-exposed samples.

**TABLE 1:** Genes differentially expressed in comparison to expression of an ESP control

Time (h)	No. of genes differentially expressed in response to^*a*^:								
	NaCl			KCl			Glycerol		
	Upregulated	Downregulated	Total	Upregulated	Downregulated	Total	Upregulated	Downregulated	Total
1	63	159	222	47	118	165	363	343	706
6	170	311	481	334	409	953	160	290	450
24	71	183	254	207	472	679	77	179	256

a Differential expression was a >3-fold change with a *P* value of <0.05.

### Identification of differentially expressed genes after 1 h of exposure to the three humectants.

To determine the changes in gene expression relative to that of the inoculum, transcriptomic data were compared to those from an early-stationary-phase (ESP) culture. 

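By the criterion of 2 probes, 168 genes were higher and 178 lower than in the ESP control after 1 h in glycerol, 346 in all. With 1 of the 6 arrays left out at a time, between 290 and 401 genes were called, and with Feature Extraction processed signals 47. The direct contrasts called 526 genes between NaCl and glycerol (204 higher in NaCl) and 449 between KCl and glycerol (231 higher in KCl). From Feature Extraction processed signals the contrasts called 62 and 63.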

After 1 h, cells exposed to glycerol showed the most extensive changes in gene expression, with 363 genes being upregulated and 343 genes being downregulated in comparison to the gene expression profile in the control inoculum. This was followed by NaCl (with which 222 genes were differentially expressed) and, finally, KCl (with which 165 genes were differentially expressed). 

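The same criterion called 63 genes (30 higher and 33 lower) after 1 h in NaCl and 31 genes (20 higher and 11 lower) after 1 h in KCl. Without NaCl 1 h replicate 3 the number for NaCl was 29, and without ESP control replicate 1 the number for KCl was 17. Feature Extraction processed signals gave 0 in NaCl and 0 in KCl. At 1 h, NaCl contrasted directly with KCl gave 0 genes with limma, 0 with Feature Extraction processed signals, 7 at unadjusted p values, 8 by the methods' t-test without adjustment, 2 with Cy3 alone, and 1 with quantile normalization.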

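At 1 h, 0 of the genes called higher were shared by NaCl and glycerol, 0 by KCl and glycerol, and 0 by all 3 humectants, and with Feature Extraction processed signals 0, 0 and 0. Counted in either direction, genes common to all 3 numbered 4 with Cy3 alone, 3 with 1 probe enough, 1 by the gene fit, 1 without ESP control replicate 3, and 0 under each other setting. Genes called in opposite directions numbered 5 that were higher in NaCl and lower in glycerol, 1 lower in NaCl and higher in glycerol, 4 higher in KCl and lower in glycerol, and 0 lower in KCl and higher in glycerol. In 100 simulations of unchanged exposed groups that shared the 3 control arrays, 0 genes were shared by 3 groups.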

Interestingly, although the *a_w_* measurements of all three medium preparations were nearly identical, no upregulated genes were shared between all three conditions after 1 h of exposure. In contrast, a total of 40 of the same genes were upregulated following a 1-h exposure to NaCl and KCl. 

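Of the genes called higher at 1 h, 17 were common to NaCl and KCl, out of 30 in NaCl and 20 in KCl. Among the genes called lower, 5 were common to both salts and 0 to all 3 humectants. NaCl and glycerol shared *pagD*, *virK* and SraL, which are named because they are so few and were chosen after their values were seen. With Feature Extraction processed signals and with loess, 0 genes were shared by the salts in either direction, and with Cy3 alone 61.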

A summary of the transcriptional changes occurring in the bacterial cell at 1 h after exposure is outlined in Fig. 2.

**FIG 2:**
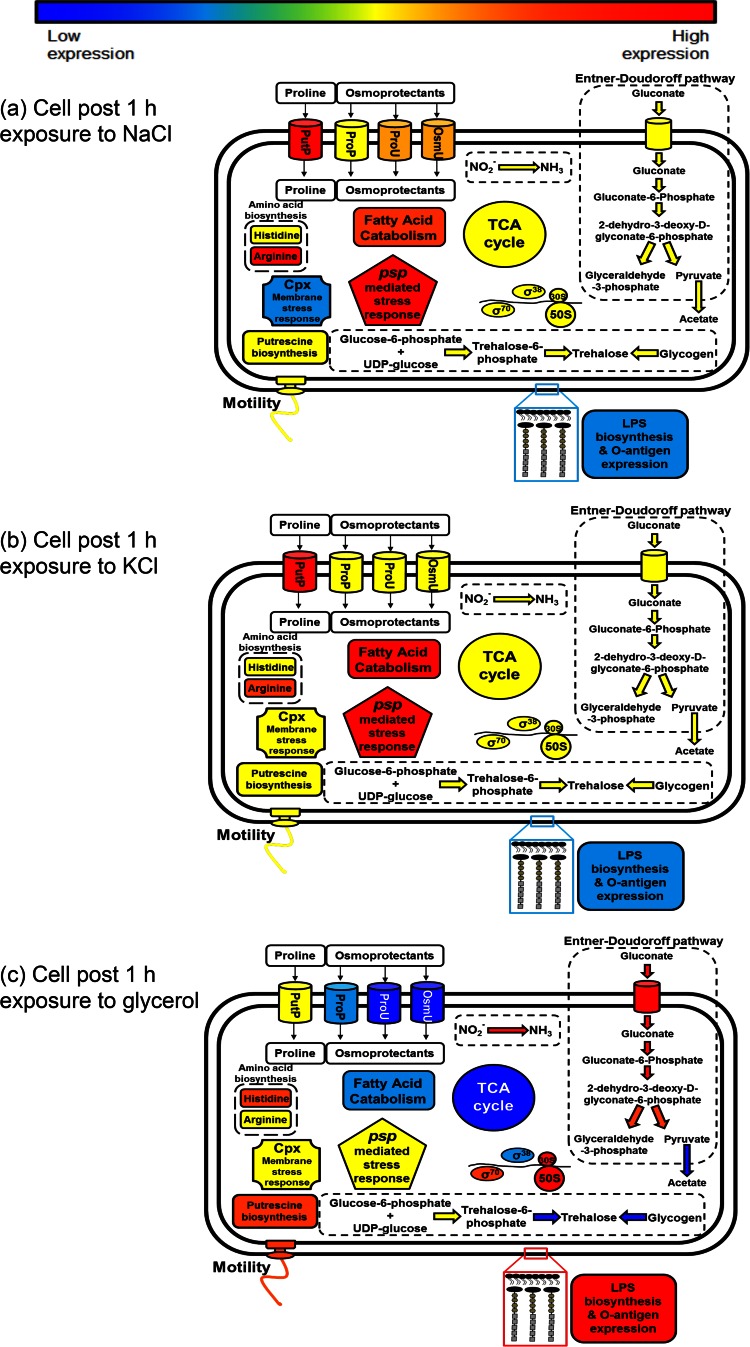
Summary of proposed changes occurring after 1 h of exposure to NaCl (a), KCl (b), or glycerol (c).

### (i) Central metabolism and energy derivation after 1 h of exposure.

In the presence of glycerol, several changes in the expression of genes that control central metabolism occurred. Genes involved in all reactions within the tricarboxylic acid (TCA) cycle were significantly downregulated. 

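The 17 genes assigned to the TCA cycle by name had a median log2 fold change of -1.99 after 1 h in glycerol (fry, adjusted p = 5.27e-05), and 12 of them were called lower. Among them, *sucA* (SL1963) entered by its name alone and lies away from *sucA* (SL0718) by its identifier. The largest fall was in *sdhA* (SL0716), whose log2 ratio was 3.96 ± 0.65 in the control and 0.66 ± 0.65 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of -3.30 (standard error 0.43, adjusted p = 3.41e-06). The values were *gltA* (SL0712) -1.98, *acnB* (SL0159) -1.83, *sucA* (SL0718) -2.18, *sucB* (SL0719) -1.85, *sucC* (SL0720) -2.64, and *sucD* (SL0721) -2.47 for the steps from citrate synthase to succinyl coenzyme A synthetase. For the later steps they were *sdhB* (SL0717) -2.02, *sdhC* (SL0714) -2.23, *sdhD* (SL0715) -2.05, *fumA* (SL1398) -1.99, and *fumC* (SL1400) -2.65. Smaller changes were found for *acnA* (SL1644) with -1.04 (adjusted p = 0.00242), *icdA* (SL1176) with -1.36 (adjusted p = 0.00536), *fumB* (SL4237) with -0.48 (adjusted p = 0.339), *mdh* (SL3331) with -0.88 (adjusted p = 0.145), and the other *sucA* (SL1963) with -0.0017 (adjusted p = 0.996). Of the 180 tests of gene groups, 85 passed the threshold with fry, and 3 of these also passed it with camera and an estimated correlation (fatty acid degradation after 1 h in NaCl and in KCl, and gluconate uptake with the Entner-Doudoroff pathway after 6 h in NaCl). *sdhA*, *gltA*, *acnB*, *sucA* (SL0718), *sucB*, *sucC*, *sucD*, *sdhB*, *sdhC*, *sdhD*, *fumA*, and *fumC* met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *acnA*, *icdA*, and *mdh* did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *fumB* and *sucA* (SL1963) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *mdh* turned to 0.07 with Feature Extraction processed signals, *mdh* turned to 0.34 and *sucA* (SL1963) to 0.12 with loess within arrays, *sucA* (SL1963) turned to 0.0011 with a normexp offset of 1, and *sucA* (SL1963) turned to 0.02 with the slide as a block. *gltA*, *acnB*, *sdhD*, *fumA*, and *icdA* lost the threshold with Feature Extraction processed signals and *gltA*, *acnB*, *sucA* (SL0718), *sucB*, *sucC*, *sucD*, *sdhB*, *sdhC*, *sdhD*, *fumA*, *acnA*, and *icdA* lost it with loess within arrays. *mdh* passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction. *icdA* lost the threshold without ESP control replicate 3 (adjusted p = 0.0655). The TCA cycle set lost the threshold with loess within arrays.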

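*gntT* (SL3479) had a log2 ratio of -1.37 ± 0.33 in the control and 1.89 ± 0.84 in glycerol after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of 3.25 (standard error 0.47, adjusted p = 1.28e-05). The change of *gntU* (SL3507) was 2.61 (standard error 0.47, adjusted p = 1.74e-04). *gntT* and *gntU* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *gntT* and *gntU* lost the threshold with loess within arrays.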

The upregulation of both gluconate transporters (*gntT* and *gntU*) suggests that gluconate uptake is increased in response to glycerol. This is supported by the increased expression of the *gntK*, *edd*, and *eda* genes, which encode enzymes of the Entner-Doudoroff pathway, which subsequently converts gluconate to pyruvate and glyceraldehye-3-phosphate. 

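For *gntK* (SL3508) the log2 ratio was -0.38 ± 0.22 in the control and 3.68 ± 0.48 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of 4.05 (standard error 0.44, adjusted p = 3.14e-07). *edd* (SL1819) and *eda* (SL1818) changed by 1.89 (adjusted p = 2.02e-06) and 1.53 (adjusted p = 0.00778). Together with *gntT* and *gntU*, these genes had a median log2 fold change of 2.61 (fry, adjusted p = 7.97e-07). *gntK* and *eda* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *edd* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *edd* and *eda* lost the threshold with loess within arrays.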

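After 1 h in glycerol, *purA* (SL4299) had a log2 fold change of 1.40 (standard error 0.29, adjusted p = 8.11e-04) and *purB* (SL1170) one of 1.09 (standard error 0.21, adjusted p = 2.87e-04). The log2 ratio of *purA* was 2.79 ± 0.13 in the control and 4.18 ± 0.67 in glycerol (mean ± SD, n = 3 arrays each). *purA* and *purB* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *purA* lost the threshold with Feature Extraction processed signals and *purA* and *purB* lost it with loess within arrays.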

Upregulation of the *purAB* genes could indicate an alternative method of fumarate formation mediated via the conversion of l-aspartate. Genes involved with a nitrite reductase complex (encoded by *nirB* and *nirD*) also showed increased expression, as did the nitrite transporter *nirC*, suggesting that nitrite may function as an alternate electron acceptor.

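The nitrite reductase genes *nirB* (SL3441) and *nirD* (SL3442) had log2 fold changes of 1.63 (adjusted p = 2.99e-05) and 2.01 (adjusted p = 4.18e-05), and *nirC* (SL3443) had 1.22 (adjusted p = 0.00397). The log2 ratio of *nirD* was -0.59 ± 0.43 in the control and 1.42 ± 0.16 in glycerol (mean ± SD, n = 3 arrays each). The median of the 3 genes was 1.63 (fry, adjusted p = 1.55e-05). *nirB* and *nirC* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *nirD* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *nirC* lost the threshold with loess within arrays.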

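The 9 *fad* genes had a median log2 fold change of 1.21 after 1 h in KCl (fry, adjusted p = 7.97e-07) and 1.24 after 1 h in NaCl (fry, adjusted p = 7.00e-07), and 9 of 9 were above the control in each salt. The gene *fadB* (SL3936) was called in both, as were *fadE* (SL0305) and *fadD* (SL1747) in KCl and *fadE* and *fadD* in NaCl. In KCl, *fadB* had a log2 ratio of -0.14 ± 0.09 in the control and 2.24 ± 0.59 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.37 (standard error 0.32, adjusted p = 2.81e-05). The direct contrast of NaCl with KCl for *fadB* was 0.07 (standard error 0.32, adjusted p = 0.971). *fadB* (KCl) had all 3 exposed arrays above the 3 controls. *fadB* (contrast NaCl 1 h with KCl 1 h) turned to -0.13 with Feature Extraction processed signals. *fadB* (KCl) lost the threshold with loess within arrays. The fatty acid degradation set (KCl) lost the threshold with loess within arrays.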

Genes involved in fatty acid degradation exhibited increased expression under KCl-induced stress and to a lesser extent under NaCl-induced stress. Following NaCl exposure, the *prpR* regulatory gene showed increased expression, implying activation of the *prp*-encoded system that catabolizes the short-chain fatty acid propionate.

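The log2 ratio of *prpR* (SL0362) was -0.24 ± 0.33 in the control and 2.15 ± 0.24 in NaCl after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of 2.39 (standard error 0.30, adjusted p = 1.69e-05). *prpR* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *prpR* lost the threshold with loess within arrays.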

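Asparagine synthetase A, *asnA* (SL3844), had a log2 fold change of 1.14 (standard error 0.35, adjusted p = 0.0465) after 1 h in NaCl and 1.45 (standard error 0.35, adjusted p = 0.0212) after 1 h in KCl. For *asnB* (SL0662) the changes were 1.52 (adjusted p = 0.0291) and 1.28 (adjusted p = 0.124). The log2 ratio of *asnA* was 1.50 ± 0.42 in the control and 2.95 ± 0.18 in KCl (mean ± SD, n = 3 arrays each). *asnA* and *asnB* (each NaCl) and *asnB* (KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *asnA* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *asnA* (KCl) turned to -0.04 with loess within arrays. *asnA* and *asnB* (each NaCl) and *asnA* (KCl) lost the threshold with Feature Extraction processed signals, *asnA* and *asnB* (each NaCl) lost it with loess within arrays, and *asnA* (NaCl) lost it with the slide as a block. *asnB* (KCl) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction. *asnA* (NaCl) lost the threshold without ESP control replicate 1 or 3 or NaCl 1 h replicate 1, 2 or 3 (adjusted p = 0.212 at most) and *asnA* (KCl) lost it without ESP control replicate 1 or 3 or KCl 1 h replicate 1, 2 or 3 (adjusted p = 0.101 at most). *asnB* (NaCl) lost the threshold without ESP control replicate 3 or NaCl 1 h replicate 1, 2 or 3 (adjusted p = 0.187 at most).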

Finally, expression of the *asnA* and *asnB* genes suggests that exposure to both KCl and NaCl caused an increase in l-asparagine biosynthesis. 

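*glnA* (SL3954), which encodes glutamine synthetase, had a log2 ratio of -0.40 ± 0.63 in the control and 0.61 ± 0.25 in NaCl after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of 1.0 (standard error 0.35, adjusted p = 0.0818) that did not pass the threshold. *glnA* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *glnA* turned to -0.04 with loess within arrays. *glnA* passed the threshold with Cy3 alone, the deposited ratios, local background subtraction, and the slide as a block. *glnA* passed the threshold without ESP control replicate 3 (adjusted p = 0.0379).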

NaCl-exposed cells also showed an increased level of *glnA* expression, which is involved in glutamine synthesis. Glycerol induced the upregulation of a number of histidine biosynthetic genes.

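All 8 *his* genes were above the control after 1 h in glycerol, with a median log2 fold change of 1.15 (fry, adjusted p = 4.07e-07). The highest, *hisA* (SL2053), had a log2 ratio of -0.56 ± 0.12 in the control and 0.86 ± 0.48 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of 1.42 (standard error 0.26, adjusted p = 1.72e-04). None of the 8 was called by 2 probes. *hisA* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *hisA* lost the threshold with loess within arrays.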

### (ii) Osmoadaptation after 1 h of exposure.

Several genes associated with osmoadaptation were downregulated following exposure to glycerol. These included the *proP*, *proU*, and *osmU* (STM1491 to STM1494) osmoprotectant transporter genes as well as genes for glutamate formation and trehalose biosynthesis (both via *otsAB* and conversion via glycogen). In contrast, at this time point the *putP* gene, encoding a proline permease, was upregulated under KCl-induced stress, as was the case for other transporters (*proV*, *osmY*) as well as *putP* under NaCl-induced stress. 

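After 1 h in glycerol, *proP* (SL4227) had a log2 ratio of -0.28 ± 0.65 in the control and -2.35 ± 0.64 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of -2.08 (standard error 0.36, adjusted p = 1.17e-04). The ProU genes *proV* (SL2794) -2.03, *proW* (SL2795) -1.63, and *proX* (SL2796) -2.72 had a median log2 fold change of -2.03 (fry, adjusted p = 0.00719), and the OsmU genes STM1491 (SL1421) -1.58, STM1492 (SL1422) -1.86, STM1493 (SL1423) -1.71, and STM1494 (SL1424) -1.82 one of -1.76 (fry, adjusted p = 9.70e-04). For trehalose, *otsA* (SL1862) was at -1.93 (adjusted p = 3.76e-04) and *otsB* (SL1863) at -2.43 (adjusted p = 0.00177). *proP*, *proV*, *proW*, *proX*, STM1491, STM1492, STM1493, STM1494, *otsA*, and *otsB* met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *proV*, *proW*, *proX*, STM1491, STM1492, STM1493, STM1494, and *otsA* lost the threshold with loess within arrays and *proW* lost it with Feature Extraction processed signals and with Cy3 alone. *proW* lost the threshold without ESP control replicate 1, 2 or 3 or glycerol 1 h replicate 1, 2 or 3 (adjusted p = 0.122 at most) and STM1494 lost it without glycerol 1 h replicate 2 (adjusted p = 0.0543).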

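*putP* (SL1063) had a log2 ratio of -0.54 ± 0.51 in the control and 1.73 ± 0.20 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.27 (standard error 0.22, adjusted p = 2.52e-07), and in NaCl a log2 fold change of 1.82 (standard error 0.22, adjusted p = 1.43e-05). Of the other transporters in NaCl, *proV* (SL2794) was at 1.42 (standard error 0.54, adjusted p = 0.106) and *osmY* (SL4489) at -0.66 (standard error 0.45, adjusted p = 0.403). *putP* (KCl and NaCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proV* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *osmY* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *putP* (KCl and NaCl) lost the threshold with loess within arrays. *proV* (NaCl) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction.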

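The log2 fold change of *kdpE* (SL0684) after 1 h in KCl was -0.56 (standard error 0.27, adjusted p = 0.344), with a log2 ratio of 0.30 ± 0.43 in the control and -0.26 ± 0.31 in KCl (mean ± SD, n = 3 arrays each). *kdpE* did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *kdpE* passed the threshold with Cy3 alone.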

Expression of the *kdpE* response regulator of the KdpD-KdpE two-component system controlling the potassium transport operon was depressed upon addition of KCl.

### (iii) Membrane and motility changes after 1 h of exposure.

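After 1 h in glycerol, the 17 genes named *rfb* had a median log2 fold change of 1.17 (-0.18 with Feature Extraction processed signals) (fry, adjusted p = 0.00122), with 15 above the control and 1 called higher. Among them, *rfbU* (SL2713) and *rfbX* (SL4354A) share a name with genes of the *rfb* cluster but lie elsewhere by their identifiers. Of the 13 *rfa* genes, 9 were above the control and 1 was called higher, with a median of 0.69 (fry, adjusted p = 0.00588). The highest were *rfbA* (SL2072) with 2.30 (standard error 0.31, adjusted p = 6.71e-06) and *rfaB* (SL3685) with 1.42 (standard error 0.27, adjusted p = 2.98e-04). *rfbA* and *rfaB* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *rfaB* lost the threshold with Feature Extraction processed signals and with loess within arrays. The *rfb* set and the *rfa* set lost the threshold with loess within arrays and the *rfa* set lost it with Feature Extraction processed signals.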

Extensive changes may be occurring in the structure of the cell membrane following glycerol-induced stress, with many genes associated with membrane formation, lipopolysaccharide (LPS) biosynthesis, O-antigen expression, and membrane stability being upregulated (see Data Set S3 in the supplemental material). 

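The log2 ratio of *tolR* (SL0728) was 0.29 ± 0.39 in the control and 2.42 ± 0.24 in glycerol after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of 2.13 (standard error 0.28, adjusted p = 4.32e-06). The other genes of the group were at *ybgC* (SL0726) 1.84, *tolQ* (SL0727) 1.91, *tolA* (SL0729) 1.70, *tolB* (SL0730) 1.43, and *pal* (SL0731) 1.65, while *ybgF* (SL0732), the last of them, was at 0.86 (adjusted p = 0.0257). The median of the 7 genes was 1.70 (fry, adjusted p = 8.25e-06). *tolR*, *ybgC*, *tolQ*, *tolA*, and *pal* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *tolB* and *ybgF* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *tolR*, *ybgC*, *tolQ*, *tolA*, *tolB*, *pal*, and *ybgF* lost the threshold with loess within arrays and *tolB*, *pal*, and *ybgF* lost it with Feature Extraction processed signals. *ybgF* lost the threshold without ESP control replicate 1 or 2 or glycerol 1 h replicate 1 (adjusted p = 0.144 at most). The Tol-Pal set lost the threshold with loess within arrays.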

The *tol-pal* system was also upregulated in the presence of glycerol (27). 

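In glycerol after 1 h, 31 of 46 flagellar and motility genes were above the control, with a median log2 fold change of 0.34 (fry, adjusted p = 0.0526), which did not pass the threshold. The 3 genes called higher were *flgC* (SL1112) with 1.51 (adjusted p = 1.36e-04), *flgA* (SL1110) with 1.71 (adjusted p = 2.98e-04), and *flgB* (SL1111) with 1.48 (adjusted p = 4.68e-04). *flgC*, *flgA*, and *flgB* had all 3 exposed arrays above the 3 controls. *flgC*, *flgA*, and *flgB* lost the threshold with loess within arrays. The flagellar set passed the threshold with quantile normalization between arrays and Cy3 alone. The flagellar set passed the threshold without ESP control replicate 3 or glycerol 1 h replicate 3 (medians 0.37 to 0.47, adjusted p = 0.0356 at least).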

The upregulation of flagellar gene expression was also noted.

In contrast to the findings for samples exposed to glycerol, exposure to both KCl and NaCl caused the downregulation of a number of genes associated with LPS synthesis (see Data Sets S1 and S2 in the supplemental material). 

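After 1 h, the median log2 fold change of the 13 *rfa* genes was -0.54 in NaCl (fry, adjusted p = 0.00578) and -0.15 (0.01 with loess within arrays) in KCl (fry, adjusted p = 0.304). That of the 17 *rfb* genes was -0.58 in NaCl (fry, adjusted p = 0.0214) and -0.30 (0.02 with Feature Extraction processed signals) in KCl (fry, adjusted p = 0.512). In KCl, 3 *rfa* and 5 *rfb* genes were above the control, and in NaCl 2 and 0. The *rfa* set (NaCl) lost the threshold with loess within arrays and the *rfb* set (NaCl) lost it with quantile normalization between arrays. The *rfa* set (KCl) passed the threshold with Cy3 alone. The *rfb* set (NaCl) lost the threshold without ESP control replicate 3 or NaCl 1 h replicate 3 (medians -0.43 to -0.54, adjusted p = 0.158 at most).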

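*rfaH* (SL3931) had a log2 ratio of 0.62 ± 0.05 in the control and -0.43 ± 0.28 in KCl after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of -1.05 (standard error 0.26, adjusted p = 0.0219) or a fold decrease of 2.07. For *mdoC* (SL1086) the log2 fold change was -0.48 (standard error 0.43, adjusted p = 0.652), a fold decrease of 1.4. *rfaH* and *mdoC* did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *mdoC* turned to 0.05 with loess within arrays. *rfaH* lost the threshold with Feature Extraction processed signals and with loess within arrays. *rfaH* lost the threshold without ESP control replicate 1, 2 or 3 or KCl 1 h replicate 1 or 3 (adjusted p = 0.145 at most).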

The transcriptional activator *rfaH*, required for full expression of the *rfb* and *rfa* operons, was downregulated by 3.8-fold in comparison to the control level following KCl-induced stress, while expression of *mdoC*, the gene responsible for the succinylation of osmoregulated periplasmic glucans, decreased by 60-fold (28). Similarly, four genes of each of the *rfa* (*rfaI*, *rfaJ*, *rfaY*, *rfaZ*) and *rfb* (*rfbN*, *rfbU*, *rfbV*, *rfbX*) loci showed decreased expression following NaCl-induced stress. 

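At 1 h in NaCl, the *rfa* genes *rfaI* (SL3684), *rfaJ* (SL3683), *rfaY* (SL3682) and *rfaZ* (SL3681) had log2 fold changes of -1.25 (adjusted p = 0.00552), -1.19 (adjusted p = 0.0217), -1.38 (adjusted p = 0.00436) and -1.66 (adjusted p = 0.00174). *rfaZ* had a log2 ratio of -1.87 ± 0.38 in the control and -3.53 ± 0.15 in NaCl (mean ± SD, n = 3 arrays each). Among the *rfb* genes, *rfbN* (SL2062) was at -1.07 (adjusted p = 0.098), *rfbU* (SL2063) at -0.58 (adjusted p = 0.344), *rfbV* (SL2064) at -1.52 (adjusted p = 0.0125), and *rfbX* (SL2065) at -1.28 (adjusted p = 0.0172). *rfaI*, *rfaJ*, *rfaY*, *rfbN*, *rfbV*, and *rfbX* did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *rfaZ* met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *rfbU* did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *rfaI*, *rfaJ*, *rfaY*, *rfaZ*, *rfbV*, and *rfbX* lost the threshold with loess within arrays, *rfaJ*, *rfaY*, *rfbV*, and *rfbX* lost it with Feature Extraction processed signals, and *rfbX* lost it with quantile normalization between arrays. *rfbN* passed the threshold with Cy3 alone. *rfaJ* lost the threshold without ESP control replicate 1 or 3 or NaCl 1 h replicate 3 (adjusted p = 0.135 at most) and *rfbV* lost it without ESP control replicate 3 or NaCl 1 h replicate 3 (adjusted p = 0.117 at most). *rfbX* lost the threshold without ESP control replicate 3 or NaCl 1 h replicate 1 or 3 (adjusted p = 0.15 at most).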

At 1 h after NaCl exposure, the upregulation of the periplasmic negative regulator of the CpxRA system, *cpxP*, was noted. It was also observed that *adrA*, the regulator of cellulose formation, showed significant downregulation when cells were exposed to NaCl.

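For *cpxP* (SL4009) the log2 ratio was 1.58 ± 0.41 in the control and 2.77 ± 0.30 in NaCl (mean ± SD, n = 3 arrays each), a log2 fold change of 1.19 (standard error 0.50, adjusted p = 0.154) that did not pass the threshold. *cpxP* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *cpxP* passed the threshold with Cy3 alone.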

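With 1 h of NaCl, *adrA* (SL0380) had a log2 fold change of -0.57 (standard error 0.28, adjusted p = 0.236), with a log2 ratio of 0.97 ± 0.46 in the control and 0.39 ± 0.20 in NaCl (mean ± SD, n = 3 arrays each), and did not pass the threshold. *adrA* did not meet the criterion of 2 probes and had exposed arrays within the range of the controls.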

### (iv) Other stress response mechanisms observed after 1 h of exposure.

At 1 h, the phage shock genes *pspABCD* were upregulated after NaCl- and KCl-induced stress. In contrast, glycerol exposure reduced the expression of the regulator of this operon, *pspA*, at this time point.

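*pspC* (SL1618) had a log2 ratio of -0.15 ± 0.35 in the control and 1.82 ± 0.37 in NaCl (mean ± SD, n = 3 arrays each), a log2 fold change of 1.97 (standard error 0.34, adjusted p = 6.83e-04), and *pspA* (SL1620) 1.76, *pspB* (SL1619) 1.51, and *pspD* (SL1617) 1.74 were the changes of the other genes. In KCl they were *pspA* 1.25 (adjusted p = 0.0806), *pspB* 1.50 (adjusted p = 0.0116), *pspC* 1.13 (adjusted p = 0.0745), and *pspD* 0.71 (adjusted p = 0.393). With *pspE* and *pspG*, the median of the 6 genes was 1.75 in NaCl (fry, adjusted p = 6.22e-04) and 1.19 in KCl (fry, adjusted p = 0.0121). *pspC*, *pspA*, and *pspD* (each NaCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pspB* (NaCl) and *pspB*, *pspA*, *pspC*, and *pspD* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pspB* (NaCl) turned to -0.14, *pspD* (NaCl) to -0.31, and *pspA* (KCl) to -0.02 with loess within arrays. *pspC*, *pspA*, *pspB*, and *pspD* (each NaCl) and *pspB* (KCl) lost the threshold with Feature Extraction processed signals and *pspC* and *pspA* (each NaCl) and *pspB* (KCl) lost it with loess within arrays. *pspA* and *pspC* (each KCl) passed the threshold with Cy3 alone, the deposited ratios, local background subtraction, and the slide as a block. *pspB* (NaCl) lost the threshold without NaCl 1 h replicate 3 (adjusted p = 0.0511) and *pspB* (KCl) lost it without ESP control replicate 1 or KCl 1 h replicate 3 (adjusted p = 0.0951 at most). The *psp* set (NaCl) lost the threshold with Feature Extraction processed signals and the *psp* set (NaCl and KCl) lost it with loess within arrays.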

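For *pspA* (SL1620) the log2 fold change after 1 h in glycerol was -1.48 (standard error 0.38, adjusted p = 0.00467), and the direct contrast of NaCl with glycerol was 3.24 (standard error 0.38, adjusted p = 4.38e-07). *pspA* (glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *pspA* (glycerol) lost the threshold with loess within arrays.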

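In glycerol after 1 h, *speA* (SL3062) and *speB* (SL3054) had log2 fold changes of 1.67 (standard error 0.28, adjusted p = 6.57e-05) and 1.81 (standard error 0.38, adjusted p = 8.38e-04), while *speF* (SL0683) had -1.65 (standard error 0.53, adjusted p = 0.0204). *speB* had a log2 ratio of 2.78 ± 0.35 in the control and 4.60 ± 0.76 in glycerol (mean ± SD, n = 3 arrays each). *speA* and *speB* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *speF* did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *speA*, *speB*, and *speF* lost the threshold with Feature Extraction processed signals and with loess within arrays. *speF* lost the threshold without ESP control replicate 3 or glycerol 1 h replicate 1 or 3 (adjusted p = 0.0995 at most).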

The upregulation of putrescine production via the conversion of l-arginine by the *speA* and *speB* genes was observed in the presence of glycerol (although the downregulation of *speF* indicated that formation via ornithine was unnecessary).

### Identification of differentially expressed genes after 6 h of exposure to the three humectants.

In contrast to the results obtained at 1 h after exposure to the three humectants, at 6 h after exposure, KCl-exposed cells showed the most differentially expressed genes according to the change in expression of greater than 3-fold (*P* < 0.05) compared with that of the ESP control, with 334 genes being upregulated and 409 genes being downregulated (total number of genes with changes in expression, 743) (Table 1). 

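By the criterion of 2 probes, 445 genes were higher and 26 lower after 6 h in KCl, 471 in all, and 455 to 487 with 1 array left out at a time. Quantile normalization gave 412 higher and 61 lower, and Cy3 alone 433 and 118. Feature Extraction processed signals gave 169. Of the 506 genes with the lowest log2 ratios in the control, 167 were called higher at this point and at most 24 in any other comparison with the control. With Feature Extraction processed signals the number was 96, and with loess 77. The direct contrasts at 6 h called 461 genes between NaCl and KCl, of which 449 were higher in KCl, and 655 between KCl and glycerol, and with Feature Extraction processed signals 165 and 217.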

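After 6 h, 172 genes (79 higher and 93 lower) were called in NaCl and 190 (92 higher and 98 lower) in glycerol, and the direct contrast between them called 360. From Feature Extraction processed signals these numbers were 15, 21 and 43. Shared among genes called higher were 54 by NaCl and KCl, 8 by NaCl and glycerol, 24 by KCl and glycerol, and 6 by all 3, and among genes called lower 16, 37, 7, and 7 in the same order. They were, with Feature Extraction processed signals, 6, 4, 2 and 1 higher and 1, 0, 0 and 0 lower.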

In the case of exposure of the strain to NaCl and glycerol, there were 481 and 450 differentially expressed genes, respectively. Figure 3 summarizes the changes in expression in the bacterial cell occurring at 6 h postexposure to humectants.

**FIG 3:**
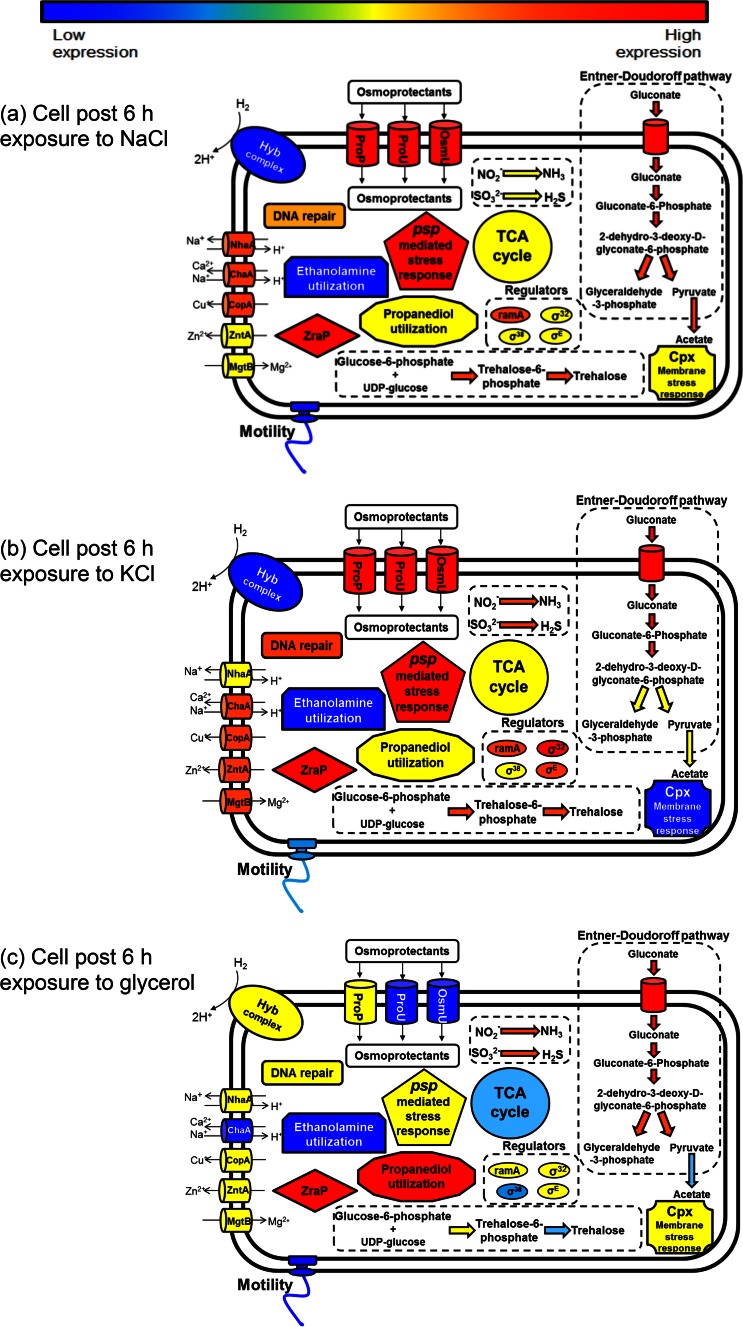
Summary of proposed changes occurring after 6 h of exposure to NaCl (a), KCl (b), or glycerol (c).

### (i) Central metabolism and energy derivation after 6 h of exposure.

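After 6 h, the median log2 fold change of *gntT* (SL3479), *gntU* (SL3507), *gntK* (SL3508), *edd* (SL1819) and *eda* (SL1818) was 3.63 in NaCl (fry, adjusted p = 4.07e-07), 2.50 in KCl (fry, adjusted p = 3.46e-05), and 3.12 in glycerol (fry, adjusted p = 4.07e-07). The log2 fold change of *gntT* was 3.74 (standard error 0.47, adjusted p = 8.09e-06) in NaCl, 3.01 (standard error 0.47, adjusted p = 1.12e-05) in KCl, and 4.09 (standard error 0.47, adjusted p = 2.05e-06) in glycerol, with log2 ratios of 2.37 ± 0.33, 1.65 ± 0.34 and 2.72 ± 0.73 (mean ± SD, n = 3 arrays each). For *gntU* the changes were 3.63, 2.50 and 3.12, and for *gntK* 3.94, 3.04 and 4.18 in the same order. Those of *edd* were 1.95 (adjusted p = 4.65e-06), 1.04 (adjusted p = 0.00118) and 2.27 (adjusted p = 8.42e-07), and those of *eda* 1.51 (adjusted p = 0.0151), 0.77 (adjusted p = 0.173) and 1.07 (adjusted p = 0.0958). *gntT*, *gntU*, *gntK*, *edd*, and *eda* (each NaCl), *gntT*, *gntU*, and *gntK* (each KCl), and *gntT*, *gntU*, *gntK*, and *edd* (each glycerol) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *edd* and *eda* (each KCl) and *eda* (glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *eda* (glycerol) turned to -0.02 with loess within arrays. *gntT*, *gntU*, *edd*, and *eda* (each NaCl), *gntU* (glycerol), and *edd* (KCl) lost the threshold with loess within arrays and *eda* (NaCl) lost it with Feature Extraction processed signals. *eda* (KCl and glycerol) passed the threshold with Cy3 alone and *eda* (glycerol) passed it with the deposited ratios and local background subtraction. *eda* (NaCl) lost the threshold without ESP control replicate 2 or NaCl 6 h replicate 3 (adjusted p = 0.0582 at most). *eda* (glycerol) passed the threshold without glycerol 6 h replicate 1 (adjusted p = 0.0309).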

After 6 h of exposure, samples exposed to all three humectants showed increased expression of genes encoding gluconate uptake and the degradative enzymes of the Entner-Doudoroff pathway. 

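*garL* (SL3222) had a log2 ratio of 0.03 ± 0.50 in the control and 1.41 ± 0.12 in glycerol after 6 h (mean ± SD, n = 3 arrays each), a log2 fold change of 1.38 (standard error 0.29, adjusted p = 0.00192). *garL* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *garL* lost the threshold with loess within arrays.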

Glycerol-exposed cells appeared to also generate pyruvate via the *garL* gene, which imparts the ability to cleave 5-dehydro-4-deoxy-glucarate and 2-dehydro-3-deoxy-d-glucarate to yield tartronate semialdehyde and pyruvate, respectively. Similar to the observations for the samples at 1 h after exposure, the pyruvate formate lyase activator was upregulated following exposure to glycerol. In contrast, at this time point the repressor of the pyruvate dehydrogenase complex, *pdhR*, was upregulated following exposure to both KCl and NaCl. 

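For *pflA* (SL0907) the log2 fold change in glycerol was 1.0 (standard error 0.28, adjusted p = 0.00843) after 1 h and 1.38 (standard error 0.28, adjusted p = 0.00131) after 6 h. Its log2 ratio was -1.103 ± 0.43 in the control, -0.10 ± 0.29 after 1 h and 0.28 ± 0.09 after 6 h (mean ± SD, n = 3 arrays each). *pflA* (1 h and 6 h) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pflA* (1 h and 6 h) lost the threshold with Feature Extraction processed signals and with loess within arrays. *pflA* (1 h) lost the threshold without ESP control replicate 1 or glycerol 1 h replicate 3 (adjusted p = 0.0589 at most).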

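After 6 h, *pdhR* (SL0151) had log2 fold changes of 2.51 (standard error 0.41, adjusted p = 1.98e-05) in KCl and 2.09 (standard error 0.41, adjusted p = 8.78e-04) in NaCl. The log2 ratio was 0.75 ± 0.50 in the control and 3.26 ± 0.54 in KCl (mean ± SD, n = 3 arrays each). In glycerol the change was -0.06 (adjusted p = 0.951), and the direct contrast of KCl with glycerol was 2.57 (standard error 0.41, adjusted p = 1.19e-05). *pdhR* (KCl and NaCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pdhR* (glycerol) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *pdhR* (glycerol) turned to 0.05 with loess within arrays and *pdhR* (glycerol) turned to 0.08 with the slide as a block. *pdhR* (NaCl) lost the threshold with Feature Extraction processed signals and with loess within arrays.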

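After 6 h in NaCl, the log2 fold change of *poxB* (SL0874) was 1.16 (standard error 0.45, adjusted p = 0.079), with a log2 ratio of 0.90 ± 0.29 in the control and 2.06 ± 0.39 in NaCl (mean ± SD, n = 3 arrays each). *poxB* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *poxB* passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction.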

The NaCl-exposed samples also showed an increase in the expression of the *poxB* gene, which encodes the enzyme pyruvate dehydrogenase, which catalyzes the conversion of pyruvate to acetate.

In contrast to the findings at the 1-h time point, the effect of glycerol exposure on central metabolic pathways was somewhat reduced after 6 h, with the levels of many genes involved in the TCA cycle returning to control levels. 

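At 6 h, the median log2 fold change of the 17 TCA cycle genes in glycerol was -0.57 (0.07 with loess within arrays) (fry, adjusted p = 0.147), and none of them was called lower by limma with 2 probes. For *sdhA* (SL0716) the change from the control was -0.64 (standard error 0.43, adjusted p = 0.367), and the contrast of 6 h with 1 h was 2.65 (standard error 0.43, adjusted p = 5.07e-05). The same contrast was 1.39 (standard error 0.37, adjusted p = 0.00634) for *sucD* (SL0721), whose log2 ratio after 6 h was 2.46 ± 0.37 (mean ± SD, n = 3 arrays). It was 1.55 (standard error 0.37, adjusted p = 0.00253) for *gltA* (SL0712). *sdhA* (glycerol) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *sdhA* (glycerol) turned to 0.01 with Feature Extraction processed signals and *sdhA* (glycerol) turned to 0.01 with loess within arrays. *sucD* and *gltA* (each contrast glycerol 6 h with glycerol 1 h) lost the threshold with loess within arrays. The TCA cycle set (glycerol) passed the threshold with quantile normalization between arrays and Cy3 alone.

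**Figure D2:**
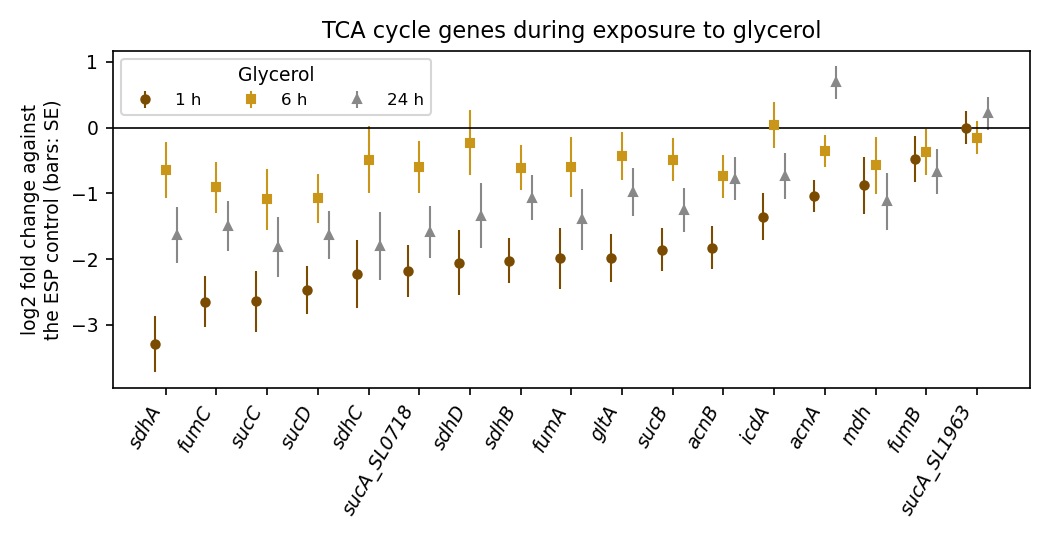
Log2 fold change against the ESP control (y axis) of TCA cycle genes after 1, 6 and 24 h in glycerol, as points with standard errors from 3 exposed and 3 control arrays. With loess the median of these genes after 6 h is above 0.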

At 6 h, the upregulation of *asrA* and *asrC*, two components of the anaerobic sulfite reductase (along with *asrB*), was noted after growth in glycerol. 

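For *asrA* (SL2510) the log2 ratio was 0.58 ± 0.45 in the control and 2.65 ± 0.48 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of 2.06 (standard error 0.31, adjusted p = 6.71e-05). *asrC* (SL2512) changed by 1.13 (standard error 0.31, adjusted p = 0.0129), and the 3 genes with *asrB* (SL2511) had a median of 1.80 (fry, adjusted p = 1.17e-04). *asrA* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *asrC* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *asrC* lost the threshold with Feature Extraction processed signals and with loess within arrays. *asrC* lost the threshold without ESP control replicate 3 or glycerol 6 h replicate 2 or 3 (adjusted p = 0.0658 at most).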

Some components of other alternative respiration systems, such as *nirB* (nitrite reductase) and *ttrB* (part of tetrathionate reductase), were also upregulated. 

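For *ttrB* (SL1319) the log2 fold change after 6 h in glycerol was 1.38 (standard error 0.34, adjusted p = 0.00653), with a log2 ratio of 0.50 ± 0.08 in the control and 1.87 ± 0.23 in glycerol (mean ± SD, n = 3 arrays each). *nirB* (SL3441) was at 0.62 (standard error 0.25, adjusted p = 0.109). *ttrB* and *nirB* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *ttrB* lost the threshold with loess within arrays. *nirB* passed the threshold with Cy3 alone.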

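After 6 h in glycerol, 21 of 22 *pdu* genes were above the control and 14 were called higher, with a median log2 fold change of 1.84 (fry, adjusted p = 0.00315). The highest was *pduF* (SL2013) with 3.56 (standard error 0.60, adjusted p = 2.31e-04), at a log2 ratio of -0.44 ± 1.62 in the control and 3.12 ± 0.28 in glycerol (mean ± SD, n = 3 arrays each). The regulator *pocR* (SL2012) was at 1.35 (standard error 0.33, adjusted p = 0.00718). At 1 h in glycerol the median of the 22 genes was -1.29 (fry, adjusted p = 0.053). *pduF* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pocR* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pduF* and *pocR* lost the threshold with Feature Extraction processed signals and with loess within arrays. *pocR* lost the threshold without ESP control replicate 2 (adjusted p = 0.0515). *pduF* was 2.79 without ESP control replicate 1 and *pduF* was 4.40 without ESP control replicate 3. The propanediol set (1 h) passed the threshold with quantile normalization between arrays. The propanediol set (6 h) was 2.53 without ESP control replicate 3 and the propanediol set (1 h) passed the threshold without ESP control replicate 1 (median -1.68, adjusted p = 0.0165).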

Increases in the expression of *pdu* genes (which functions in propanediol utilization) and the associated regulator (*pocR*) were also noted in glycerol-exposed cells.

KCl-exposed cells displayed an increase in glutamine synthesis, while it was noted that ethanolamine utilization was downregulated under all conditions at this time point.

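*glnA* (SL3954) had a log2 ratio of -0.40 ± 0.63 in the control and 2.22 ± 0.12 in KCl after 6 h (mean ± SD, n = 3 arrays each), a log2 fold change of 2.62 (standard error 0.35, adjusted p = 1.27e-06). The 17 *eut* genes were all below the control in each humectant, with a median log2 fold change of -1.80 in NaCl (fry, adjusted p = 5.27e-05), -1.33 in KCl (fry, adjusted p = 0.00213), and -1.80 in glycerol (fry, adjusted p = 1.74e-04). Of them, 11, 5 and 8 were called lower in the same order. The lowest in NaCl was *eutP* (SL2432) with -2.83 (standard error 0.40, adjusted p = 2.33e-05). *glnA* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *eutP* (NaCl) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *eutP* (NaCl) lost the threshold with loess within arrays. The ethanolamine set (NaCl, KCl, and glycerol) lost the threshold with loess within arrays and the ethanolamine set (KCl and glycerol) lost it with Feature Extraction processed signals.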

### (ii) Osmoadaptation after 6 h of exposure.

While NaCl- and KCl-exposed cells revealed the significant upregulation of osmoprotectant transport systems (*proP*, *proU*, *osmU*) and trehalose biosynthesis, the opposite effect was observed under glycerol-induced stress, which caused the decreased expression of all these processes. Similarly, the osmotically inducible protein encoded by *osmC* was upregulated following 6 h of exposure to NaCl, but the same gene was downregulated in glycerol-exposed samples. 

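In NaCl and KCl, *proP* (SL4227) had log2 fold changes of 1.79 (standard error 0.36, adjusted p = 0.00122) and 2.37 (standard error 0.36, adjusted p = 9.24e-06) after 6 h, and in glycerol 0.24 (standard error 0.36, adjusted p = 0.738). The median of the 3 ProU genes was 2.52 in NaCl (fry, adjusted p = 0.00425), 3.83 in KCl (fry, adjusted p = 9.24e-05), and -1.78 in glycerol (fry, adjusted p = 0.0104). For *proV* (SL2794), with 2.52, 3.99 and -1.78, the log2 ratio was 3.09 ± 0.26, 4.56 ± 0.26 and -1.21 ± 0.09 (mean ± SD, n = 3 arrays each). For the 4 OsmU genes the medians were 2.05, 2.26 and -1.35 (fry, adjusted p = 5.62e-04, 2.13e-04 and 0.00525). The trehalose genes *otsA* (SL1862) and *otsB* (SL1863) were at 1.17 (adjusted p = 0.0343) and 1.56 (adjusted p = 0.056) in NaCl, 1.19 (adjusted p = 0.0177) and 1.47 (adjusted p = 0.0468) in KCl, and -0.74 (adjusted p = 0.213) and -1.23 (adjusted p = 0.153) in glycerol. *proP* and *proV* (each NaCl and KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proP* and *otsA* (each glycerol) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *proV* and *otsB* (each glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *otsA* and *otsB* (each NaCl and KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *otsA* (NaCl) turned to -0.37 and *otsB* (NaCl) to -0.06 with loess within arrays. *proP*, *proV*, and *otsA* (each NaCl) and *otsA* and *otsB* (each KCl) lost the threshold with Feature Extraction processed signals, *proP* and *proV* (each NaCl), *proV* (glycerol), and *otsA* and *otsB* (each KCl) lost it with loess within arrays, and *otsB* (KCl) lost it with Cy3 alone. *otsB* (NaCl) passed the threshold with quantile normalization between arrays, Cy3 alone, the deposited ratios, and local background subtraction. *proV* (glycerol) lost the threshold without ESP control replicate 1, 2 or 3 or glycerol 6 h replicate 1 or 3 (adjusted p = 0.078 at most) and *otsA* (NaCl) lost it without ESP control replicate 1, 2 or 3 or NaCl 6 h replicate 1, 2 or 3 (adjusted p = 0.119 at most). *otsA* (KCl) lost the threshold without ESP control replicate 1 or KCl 6 h replicate 1 or 3 (adjusted p = 0.0702 at most) and *otsB* (KCl) lost it without ESP control replicate 1, 2 or 3 or KCl 6 h replicate 1, 2 or 3 (adjusted p = 0.126 at most). *otsA* (glycerol) passed the threshold without glycerol 6 h replicate 2 (adjusted p = 0.0354). The ProU set (NaCl) lost the threshold with Feature Extraction processed signals and the ProU set (NaCl) and the OsmU set (NaCl and glycerol) lost it with loess within arrays. The single ProU and OsmU genes after 6 h in NaCl were at *proW* (SL2795) 2.73, *proX* (SL2796) 1.64, STM1491 (SL1421) 1.20, STM1492 (SL1422) 2.04, STM1493 (SL1423) 2.06, and STM1494 (SL1424) 2.27. In KCl they were at *proW* 3.83, *proX* 2.58, STM1491 1.18, STM1492 2.19, STM1493 2.33, and STM1494 2.71, and in glycerol at *proW* -1.73, *proX* -2.53, STM1491 -1.28, STM1492 -1.41, STM1493 -1.28, and STM1494 -1.77. *proW*, STM1491, STM1492, STM1493, and STM1494 (each NaCl) and *proW*, STM1491, STM1492, STM1493, STM1494, and *proX* (each KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proX* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proW*, STM1491, STM1492, and STM1493 (each glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *proX* and STM1494 (each glycerol) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *proX* (NaCl) turned to -0.27 and STM1491 (NaCl) to -0.10 with loess within arrays. *proW*, STM1491, STM1492, STM1493, and STM1494 (each NaCl), *proX* (KCl), and STM1492, STM1493, and STM1494 (each glycerol) lost the threshold with Feature Extraction processed signals, *proW*, STM1492, STM1493, and STM1494 (each NaCl), *proX* and STM1491 (each KCl), and STM1492, STM1493, STM1494, *proX*, and STM1491 (each glycerol) lost it with loess within arrays, and STM1493 (glycerol) lost it with quantile normalization between arrays. *proX* (NaCl) and *proW* (glycerol) passed the threshold with quantile normalization between arrays, Cy3 alone, the deposited ratios, and local background subtraction, *proX* (NaCl) passed it with the slide as a block, and *proW* (glycerol) passed it with Feature Extraction processed signals. STM1491 (NaCl) lost the threshold without ESP control replicate 1 or NaCl 6 h replicate 1 (adjusted p = 0.0864 at most) and STM1491 (KCl) lost it without ESP control replicate 1 (adjusted p = 0.0574). STM1491 (glycerol) lost the threshold without ESP control replicate 3 or glycerol 6 h replicate 3 (adjusted p = 0.0817 at most) and STM1492 (glycerol) lost it without ESP control replicate 3 or glycerol 6 h replicate 1 or 2 (adjusted p = 0.123 at most). STM1493 (glycerol) lost the threshold without ESP control replicate 2 or 3 or glycerol 6 h replicate 1, 2 or 3 (adjusted p = 0.193 at most) and STM1494 (glycerol) lost it without ESP control replicate 2 or 3 or glycerol 6 h replicate 1 or 2 (adjusted p = 0.0973 at most).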

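After 6 h, *osmC* (SL1493) had a log2 fold change of 1.29 (standard error 0.63, adjusted p = 0.181) in NaCl and -1.69 (standard error 0.63, adjusted p = 0.0761) in glycerol, and its log2 ratio was 1.07 ± 0.11 in the control, 2.36 ± 0.44 in NaCl and -0.62 ± 0.45 in glycerol (mean ± SD, n = 3 arrays each). The direct contrast of NaCl with glycerol was 2.98 (standard error 0.63, adjusted p = 8.70e-04). *osmC* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *osmC* (glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *osmC* (contrast NaCl 6 h with glycerol 6 h) lost the threshold with Feature Extraction processed signals and with loess within arrays. *osmC* (NaCl and glycerol) passed the threshold with Cy3 alone and *osmC* (glycerol) passed it with the deposited ratios and local background subtraction.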

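The log2 fold change of *mngB* (SL1914) after 6 h was 1.16 (standard error 0.28, adjusted p = 0.00483) in NaCl, 0.29 (standard error 0.28, adjusted p = 0.462) in KCl, and -0.14 (standard error 0.28, adjusted p = 0.812) in glycerol, with a log2 ratio in NaCl of 0.38 ± 0.51 (mean ± SD, n = 3 arrays). The direct contrasts were 0.88 (standard error 0.28, adjusted p = 0.0182) for NaCl against KCl and 1.30 (standard error 0.28, adjusted p = 8.72e-04) for NaCl against glycerol. *mngB* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *mngB* (KCl and glycerol) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *mngB* (NaCl, contrast NaCl 6 h with KCl 6 h, and contrast NaCl 6 h with glycerol 6 h) lost the threshold with loess within arrays and *mngB* (contrast NaCl 6 h with KCl 6 h) lost it with Feature Extraction processed signals. *mngB* (contrast NaCl 6 h with KCl 6 h) lost the threshold without NaCl 6 h replicate 2 or 3 or KCl 6 h replicate 1 or 3 (adjusted p = 0.109 at most).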

The *mngB* gene codes for the synthesis of the osmolyte mannosylglycerate and was upregulated only in NaCl-exposed samples (29).

### (iii) Membrane and motility changes after 6 h of exposure.

During glycerol exposure, the extensive gene expression changes related to the cell membrane and LPS synthesis appeared to have stabilized by 6 h, with the levels of regulation of the majority of these returning to control levels (see Data Set S3 in the supplemental material). However, the opposite observation was made following KCl treatment, which upregulated a number of genes linked to LPS and O-antigen synthesis, as well as the *wzzB* O-antigen chain length regulator. However, downregulation of the LPS core biosynthesis regulator *rfaH* (also downregulated in NaCl-exposed samples) and the *rcsB* and *yojN* (*rscD*) 2-component system was also noted. 

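After 6 h in glycerol, the 17 *rfb* genes had a median log2 fold change of -0.01 (0.01 with Feature Extraction processed signals, 0.00067 with loess within arrays, and 0.05 with quantile normalization between arrays) (fry, adjusted p = 0.944) and the 13 *rfa* genes one of -0.04 (0.19 with loess within arrays and 0.04 with the slide as a block) (fry, adjusted p = 0.927), and none was called by 2 probes with limma. The contrast of 6 h with 1 h was -2.47 (standard error 0.31, adjusted p = 3.51e-06) for *rfbA* (SL2072) and -1.13 (standard error 0.27, adjusted p = 0.00309) for *rfaB* (SL3685). *rfaB* lost the threshold with Feature Extraction processed signals and with loess within arrays.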

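In KCl, the 13 *rfa* genes had a median log2 fold change of 0.79 after 6 h (fry, adjusted p = 1.38e-04), with 12 above the control. The 17 *rfb* genes had a median of -0.12 (0.32 with Feature Extraction processed signals and 0.32 with loess within arrays) and a mean of 0.63, which differ in sign, and fry gave an adjusted p of 0.103 for a rise. That mean includes *rfbU* (SL2713), the highest member, which lies outside the cluster by its identifier. The *rfb* genes called higher were *rfbU* (SL2713) 3.19, *rfbX* (SL2065) 1.74, *rfbN* (SL2062) 1.54, and *rfbU* (SL2063) 2.28, and the *rfa* genes called higher were *rfaK* (SL3680) 1.90, *rfaB* (SL3685) 1.81, and *rfaL* (SL3679) 1.45. *wzzB* (SL2056) had a log2 ratio of -0.21 ± 0.57 in the control and 1.34 ± 0.16 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 1.56 (standard error 0.25, adjusted p = 2.28e-05). *rfbU* (SL2713), *rfbX*, *rfbN*, *rfbU* (SL2063), *rfaK*, *rfaB*, and *rfaL* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *wzzB* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *rfbX* and *rfbN* lost the threshold with Feature Extraction processed signals. The *rfb* set passed the threshold with loess within arrays. The *rfb* set passed the threshold without ESP control replicate 3 (median 0.10, adjusted p = 0.0265).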

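For *rfaH* (SL3931) the log2 fold change after 6 h was -0.68 (standard error 0.26, adjusted p = 0.0467) in KCl and -0.88 (standard error 0.26, adjusted p = 0.0192) in NaCl. In KCl, *rcsB* (SL2239) was at -0.85 (standard error 0.35, adjusted p = 0.0654) and *yojN* (SL2238) at -1.34 (standard error 0.27, adjusted p = 2.86e-04), with a log2 ratio of 0.53 ± 0.11 in the control and -0.81 ± 0.16 in KCl (mean ± SD, n = 3 arrays each). *rfaH*, *rcsB*, and *yojN* (each KCl) and *rfaH* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *rfaH* (NaCl) turned to 0.07 and *rcsB* (KCl) to 0.07 with loess within arrays. *rfaH* (KCl and NaCl) lost the threshold with Feature Extraction processed signals, *rfaH* and *yojN* (each KCl) lost it with loess within arrays, and *rfaH* (KCl) lost it with the slide as a block. *rcsB* (KCl) passed the threshold with quantile normalization between arrays, Cy3 alone, the deposited ratios, and local background subtraction. *rfaH* (KCl) lost the threshold without ESP control replicate 1, 2 or 3 or KCl 6 h replicate 1 or 3 (adjusted p = 0.168 at most) and *rfaH* (NaCl) lost it without ESP control replicate 1 or NaCl 6 h replicate 1 (adjusted p = 0.109 at most).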

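*cpxP* (SL4009) had a log2 ratio of 1.58 ± 0.41 in the control and 3.49 ± 0.05 in KCl after 6 h (mean ± SD, n = 3 arrays each), a log2 fold change of 1.91 (standard error 0.50, adjusted p = 0.00418). *cpxP* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *cpxP* lost the threshold with loess within arrays.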

The *cpxP* repressor of the *cxpRA*-regulated envelope stress response was also upregulated in KCl-exposed bacteria.

A range of flagellar genes, including the *fliA* sigma factor, as well as a number of chemotaxis-associated genes was downregulated under all three conditions, consistent with a reduction in motility.

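After 6 h, *fliA* (SL1885) had log2 fold changes of -1.09 (standard error 0.36, adjusted p = 0.0392) in NaCl, -1.31 (standard error 0.36, adjusted p = 0.007) in KCl, and -0.92 (standard error 0.36, adjusted p = 0.0918) in glycerol. The 11 chemotaxis genes had medians of -0.69 in NaCl (fry, adjusted p = 0.0451), -0.26 (0.07 with Feature Extraction processed signals and 0.22 with loess within arrays) in KCl (fry, adjusted p = 0.328), and -1.36 in glycerol (fry, adjusted p = 2.36e-04). Those of the 46 flagellar and motility genes were -0.12 (0.03 with loess within arrays) in NaCl (fry, adjusted p = 0.151), -0.36 in KCl (fry, adjusted p = 0.12), and -0.08 (0.05 with the slide as a block) in glycerol (fry, adjusted p = 0.165). Called lower were 2 chemotaxis genes in NaCl, 0 in KCl and 6 in glycerol, and 2 flagellar genes in glycerol. *fliA* (NaCl, KCl, and glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *fliA* (KCl) turned to 0.03 and *fliA* (glycerol) to 0.02 with loess within arrays. *fliA* (NaCl and KCl) lost the threshold with Feature Extraction processed signals and *fliA* (NaCl) lost it with loess within arrays and with the slide as a block. *fliA* (glycerol) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction. *fliA* (NaCl) lost the threshold without ESP control replicate 1, 2 or 3 or NaCl 6 h replicate 1 or 2 (adjusted p = 0.215 at most) and *fliA* (KCl) lost it without KCl 6 h replicate 3 (adjusted p = 0.0591). The chemotaxis set (NaCl) lost the threshold with Feature Extraction processed signals and the chemotaxis set (NaCl and glycerol) lost it with loess within arrays. The chemotaxis set (KCl) and the flagellar set (KCl and glycerol) passed the threshold with Cy3 alone, the chemotaxis set (KCl) and the flagellar set (KCl) passed it with the slide as a block, and the flagellar set (KCl) passed it with quantile normalization between arrays. The chemotaxis set (NaCl) lost the threshold without ESP control replicate 3 or NaCl 6 h replicate 1, 2 or 3 (medians -0.25 to -0.72, adjusted p = 0.286 at most).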

### (iv) Other stress response mechanisms observed after 6 h of exposure.

Heat shock protein-encoding genes *hslSTUV* and *htpG* and the phage shock *psp* operon were upregulated in the presence of both KCl and NaCl after 6 h of exposure. 

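*pspC* (SL1618) had a log2 ratio of -0.15 ± 0.35 in the control and 3.43 ± 0.32 in KCl after 6 h (mean ± SD, n = 3 arrays each), a log2 fold change of 3.58 (standard error 0.34, adjusted p = 2.25e-09), and in NaCl it was at 2.27 (standard error 0.34, adjusted p = 4.98e-05). Those of the other *psp* genes in KCl were *pspA* (SL1620) 3.28, *pspB* (SL1619) 3.44, and *pspD* (SL1617) 3.56, and in NaCl *pspA* 2.38, *pspB* 2.04, and *pspD* 2.24. The heat shock genes were at *hslS* (SL3775) 3.46, *hslT* (SL3776) 3.43, *hslU* (SL4040) 1.91, *hslV* (SL4041) 1.71, and *htpG* (SL0480) 1.98 in KCl and at *hslS* 2.15 (adjusted p = 0.00369), *hslT* 1.69 (adjusted p = 0.0166), *hslU* 1.35 (adjusted p = 5.27e-05), *hslV* 1.64 (adjusted p = 5.24e-05), and *htpG* 1.23 (adjusted p = 0.0285) in NaCl. The direct contrast of NaCl with KCl was -1.32 (standard error 0.34, adjusted p = 0.00396) for *pspC*. *pspC*, *pspA*, *pspB*, *pspD*, *hslS*, *hslT*, *hslU*, *hslV*, and *htpG* (each KCl) and *pspC*, *pspA*, *pspB*, *pspD*, *hslS*, *hslT*, and *hslV* (each NaCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *hslU* and *htpG* (each NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pspD* (NaCl) turned to -0.20 with loess within arrays. *pspC*, *pspB*, *pspD*, and *htpG* (each NaCl) and *pspC* (contrast NaCl 6 h with KCl 6 h) lost the threshold with Feature Extraction processed signals, *pspC*, *pspA*, *pspB*, *hslS*, *hslT*, *hslU*, *hslV*, and *htpG* (each NaCl) and *pspD* (KCl) lost it with loess within arrays, *htpG* (NaCl) lost it with the slide as a block, and *pspC* (contrast NaCl 6 h with KCl 6 h) lost it with Cy3 alone. *hslT* (NaCl) lost the threshold without NaCl 6 h replicate 1 (adjusted p = 0.0613) and *htpG* (NaCl) lost it without ESP control replicate 1 or 2 or NaCl 6 h replicate 1, 2 or 3 (adjusted p = 0.129 at most).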

The *katE* and *sodC* genes were both upregulated in NaCl-exposed samples, indicating a response to oxidative stress within these cells; in contrast, *katE* was again downregulated in glycerol-exposed cells.

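After 6 h in NaCl, *katE* (SL1253) was at 0.99 (standard error 0.46, adjusted p = 0.147) and *sodC* (SL1372) at 0.91 (standard error 0.48, adjusted p = 0.219), and neither passed the threshold. In glycerol, *katE* was at -1.50 (standard error 0.46, adjusted p = 0.0251), and its log2 ratio was 0.53 ± 0.57 in the control and -0.98 ± 0.19 in glycerol (mean ± SD, n = 3 arrays each). The direct contrast of NaCl with glycerol was 2.50 (standard error 0.46, adjusted p = 1.65e-04). *katE* and *sodC* (each NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *katE* (glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *katE* (NaCl) turned to -0.04 with loess within arrays. *katE* (glycerol) lost the threshold with Feature Extraction processed signals and *katE* (glycerol and contrast NaCl 6 h with glycerol 6 h) lost it with loess within arrays. *katE* and *sodC* (each NaCl) passed the threshold with Cy3 alone and *katE* (NaCl) passed it with the deposited ratios and local background subtraction. *katE* (glycerol) lost the threshold without ESP control replicate 3 or glycerol 6 h replicate 2 or 3 (adjusted p = 0.124 at most).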

A number of DNA repair genes were upregulated in samples exposed to NaCl (*nfo*, *recN*) and KCl (*mutS*, *nei*, *nfo*). Similarly, the *groEL*, *groES*, and *dnaK* chaperone genes were also upregulated, perhaps reflecting the presence of misfolded proteins.

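*nfo* (SL2180) had a log2 ratio of 0.50 ± 0.12 in the control and 2.02 ± 0.11 in NaCl after 6 h (mean ± SD, n = 3 arrays each), a log2 fold change of 1.52 (standard error 0.21, adjusted p = 1.85e-05), and *recN* (SL2656) was at 0.98 (standard error 0.44, adjusted p = 0.135). In KCl, *nei* (SL0710) was at 2.23 (standard error 0.34, adjusted p = 7.46e-06), *mutS* (SL2888) at 1.21 (adjusted p = 0.00372), and *nfo* at 0.99 (adjusted p = 5.38e-04). *nfo* (NaCl) and *nei* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *recN* (NaCl) and *mutS* and *nfo* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *nfo* (NaCl and KCl) lost the threshold with loess within arrays. *recN* (NaCl) passed the threshold with Cy3 alone.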

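In KCl, the log2 fold changes after 6 h were 1.88 (standard error 0.35, adjusted p = 1.11e-04) for *groEL* (SL4267), 1.67 (adjusted p = 2.92e-04) for *groES* (SL4266), and 1.89 (adjusted p = 5.80e-04) for *dnaK* (SL0012). In NaCl they were 1.36 (adjusted p = 0.00803), 0.78 (adjusted p = 0.112) and 1.01 (adjusted p = 0.0859). For *groEL* the log2 ratio was -0.68 ± 0.17 in the control and 1.21 ± 0.25 in KCl (mean ± SD, n = 3 arrays each). *groEL*, *groES*, and *dnaK* (each KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *groEL*, *groES*, and *dnaK* (each NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *dnaK* (NaCl) turned to -0.08 with loess within arrays. *groES* (KCl) and *groEL* (NaCl) lost the threshold with Feature Extraction processed signals and with loess within arrays. *groES* and *dnaK* (each NaCl) passed the threshold with Cy3 alone and *dnaK* (NaCl) passed it with the deposited ratios and local background subtraction. *groEL* (NaCl) lost the threshold without NaCl 6 h replicate 3 (adjusted p = 0.0607).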

It was found that the *ramA* global regulatory gene was overexpressed after both KCl and NaCl exposure, while both *rpoE* and *rpoH* were upregulated by KCl exposure alone. 

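*ramA* (SL0569) was at 1.11 (standard error 0.27, adjusted p = 0.00537) in NaCl and at 1.23 (standard error 0.27, adjusted p = 8.02e-04) in KCl after 6 h. *rpoH* (SL3533) had a log2 ratio of 2.25 ± 0.59 in the control and 4.29 ± 0.29 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.05 (standard error 0.32, adjusted p = 1.50e-05), and *rpoE* (SL2604) was at 1.22 (standard error 0.28, adjusted p = 0.00136). In NaCl the changes were 0.57 (adjusted p = 0.26) for *rpoH* and -0.19 (adjusted p = 0.732) for *rpoE*, and the direct contrasts of NaCl with KCl were -1.47 (standard error 0.32, adjusted p = 9.65e-04) and -1.41 (standard error 0.28, adjusted p = 3.13e-04). *ramA* (NaCl) and *ramA* and *rpoE* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *rpoH* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *rpoH* and *rpoE* (each NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *rpoH* (NaCl) turned to -0.05 with Feature Extraction processed signals, *rpoH* (NaCl) turned to -0.08 with loess within arrays, and *rpoE* (NaCl) turned to 0.08 with Cy3 alone. *ramA* (NaCl) and *rpoH* and *rpoE* (each KCl and contrast NaCl 6 h with KCl 6 h) lost the threshold with Feature Extraction processed signals and *ramA* (NaCl), *rpoH* and *rpoE* (each KCl), and *rpoE* (contrast NaCl 6 h with KCl 6 h) lost it with loess within arrays. *rpoH* (NaCl) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction.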

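The log2 fold change of *rpoS* (SL2903) after 6 h in glycerol was -0.34 (standard error 0.37, adjusted p = 0.625), with a log2 ratio of 3.02 ± 0.68 in the control and 2.68 ± 0.27 in glycerol (mean ± SD, n = 3 arrays each). After 1 h it was -1.05 (adjusted p = 0.0374). *rpoS* (6 h) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *rpoS* (1 h) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *rpoS* (6 h) turned to 0.31 with Feature Extraction processed signals and *rpoS* (6 h) turned to 0.62 and *rpoS* (1 h) to 0.08 with loess within arrays. *rpoS* (1 h) lost the threshold with Feature Extraction processed signals. *rpoS* (6 h) passed the threshold with Cy3 alone. *rpoS* (1 h) lost the threshold without ESP control replicate 3 or glycerol 1 h replicate 1, 2 or 3 (adjusted p = 0.243 at most).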

Glycerol-exposed samples continued to show the downregulation of the *rpoS* sigma factor.

### (v) Inorganic ion transport and metabolism changes after 6 h of exposure.

Several genes involved in the transport of inorganic and transition metal ions were upregulated in KCl- and NaCl-exposed samples. These included the *chaA* Ca^2+^/H^+^ antiporter and the *copA* Cu(I) transport P-type ATPase. Also, NaCl-induced stress uniquely resulted in the upregulation of the Na^+^/H^+^ antiporter (*nhaA*) and its activator, *nhaR*. In contrast, the *zntA* and *mgtB* P-type ATPase-encoding genes were upregulated under KCl-induced stress alone.

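*copA* (SL0491) had log2 fold changes of 1.45 (standard error 0.32, adjusted p = 0.00231) in NaCl and 1.86 (standard error 0.32, adjusted p = 4.24e-05) in KCl after 6 h, from a log2 ratio of 3.31 ± 0.54 in the control to 4.77 ± 0.46 and 5.17 ± 0.17 (mean ± SD, n = 3 arrays each). For *chaA* (SL1699) the changes were 1.11 (standard error 0.31, adjusted p = 0.0163) and 1.32 (standard error 0.31, adjusted p = 0.00185). *copA* (NaCl and KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *chaA* (NaCl and KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *chaA* (NaCl) turned to -0.04 with loess within arrays. *copA* and *chaA* (each NaCl) lost the threshold with Feature Extraction processed signals and *copA* (NaCl) and *chaA* (KCl) lost it with loess within arrays. *chaA* (NaCl) lost the threshold without NaCl 6 h replicate 1 (adjusted p = 0.0925).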

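In NaCl, *nhaA* (SL0040) and *nhaR* (SL0041) had log2 fold changes of 1.16 (standard error 0.27, adjusted p = 0.00368) and 1.24 (standard error 0.22, adjusted p = 3.57e-04) after 6 h. *nhaA* had a log2 ratio of 1.05 ± 0.52 in the control and 2.21 ± 0.11 in NaCl (mean ± SD, n = 3 arrays each). In KCl they were at 0.47 (adjusted p = 0.189) and 0.27 (adjusted p = 0.383), and in glycerol at 0.25 (adjusted p = 0.628) and 0.50 (adjusted p = 0.14). The direct contrasts of NaCl were 0.69 (adjusted p = 0.0552) and 0.97 (adjusted p = 0.00128) against KCl, and 0.91 (adjusted p = 0.0111) and 0.74 (adjusted p = 0.0124) against glycerol. *nhaA* and *nhaR* (each NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *nhaA* and *nhaR* (each KCl and glycerol) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *nhaA* (contrast NaCl 6 h with KCl 6 h) turned to -0.41, *nhaA* (contrast NaCl 6 h with glycerol 6 h) to -0.11, and *nhaR* (contrast NaCl 6 h with glycerol 6 h) to -0.17 with loess within arrays. *nhaA* and *nhaR* (each NaCl and contrast NaCl 6 h with glycerol 6 h) and *nhaR* (contrast NaCl 6 h with KCl 6 h) lost the threshold with Feature Extraction processed signals and *nhaA* and *nhaR* (each NaCl) and *nhaR* (contrast NaCl 6 h with KCl 6 h) lost it with loess within arrays. *nhaA* (contrast NaCl 6 h with KCl 6 h) passed the threshold with quantile normalization between arrays, Cy3 alone, the deposited ratios, and local background subtraction. *nhaR* (contrast NaCl 6 h with glycerol 6 h) lost the threshold without NaCl 6 h replicate 1 or glycerol 6 h replicate 3 (adjusted p = 0.0679 at most). *nhaA* (KCl) passed the threshold without ESP control replicate 3 (adjusted p = 0.049).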

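After 6 h in KCl, *zntA* (SL3541) was at 0.96 (standard error 0.28, adjusted p = 0.00886) and *mgtB* (SL3728) at 0.67 (standard error 0.39, adjusted p = 0.198). In NaCl the changes were 0.72 (adjusted p = 0.0771) and -0.48 (adjusted p = 0.465), and the direct contrasts of NaCl with KCl were -0.25 (standard error 0.28, adjusted p = 0.538) and -1.15 (standard error 0.39, adjusted p = 0.0269). The direct contrasts of KCl with glycerol were 1.25 (adjusted p = 6.63e-04) and 0.36 (adjusted p = 0.477). *zntA* (KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *mgtB* (KCl) and *mgtB* and *zntA* (each NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *zntA* (contrast NaCl 6 h with KCl 6 h) turned to 0.08 with the slide as a block and *mgtB* (contrast KCl 6 h with glycerol 6 h) turned to -0.14 with loess within arrays. *zntA* (KCl and contrast KCl 6 h with glycerol 6 h) and *mgtB* (contrast NaCl 6 h with KCl 6 h) lost the threshold with Feature Extraction processed signals and with loess within arrays and *mgtB* (contrast NaCl 6 h with KCl 6 h) lost it with the slide as a block. *mgtB* (KCl and contrast KCl 6 h with glycerol 6 h) passed the threshold with Cy3 alone, *mgtB* (KCl) passed it with the deposited ratios and local background subtraction, and *zntA* (NaCl) passed it with quantile normalization between arrays and the slide as a block. *zntA* (KCl) lost the threshold without ESP control replicate 1 (adjusted p = 0.0734) and *mgtB* (contrast NaCl 6 h with KCl 6 h) lost it without NaCl 6 h replicate 1 or 2 or KCl 6 h replicate 2 (adjusted p = 0.217 at most). *zntA* (NaCl) passed the threshold without ESP control replicate 3 (adjusted p = 0.0246).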

### Identification of differentially expressed genes after 24 h of exposure to the three humectants.

Following 24 h of exposure, cells were compared to the control inoculum in order to discern what overall changes occurred following inoculation. These results are described below and summarized in Table 1 and Fig. 4.

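After 24 h, 170 genes (73 higher and 97 lower) were called in NaCl, 271 (166 of them lower) in KCl, and 212 (80 higher and 132 lower) in glycerol. With Feature Extraction processed signals they were 13, 19 and 23. All 3 humectants shared 13 of the genes called higher and 62 of those called lower, and NaCl and glycerol shared 40 and 79. From the processed signals, all 3 shared 0 and 4, and NaCl and glycerol 2 and 7. The direct contrast of NaCl with glycerol called 0 genes with limma, 0 with Feature Extraction processed signals, 5 at unadjusted p values, and 0 by the methods' t-test without adjustment, and 64 with limma without NaCl 24 h replicate 2. Over the genes that differed between NaCl and glycerol at 6 h, a mean log2 difference from the control was computed for each array, with the sign turned for the genes higher in glycerol. It was 0.53, -1.26 and 0.65 on the arrays labelled NaCl and -1.15, 0.82 and -1.25 on those labelled glycerol, for replicates 1, 2 and 3. Across genes, which are not independent replicates, the changes on the array labelled NaCl 24 h replicate 2 correlated with those on glycerol replicates 1 and 3 at r = 0.878 and 0.857, and with those on the other two NaCl arrays at 0.555 and 0.447. Those on the array labelled glycerol 24 h replicate 2 correlated with NaCl replicates 1 and 3 at 0.67 each, and with glycerol replicates 1 and 3 at 0.50 and 0.45. NaCl replicates 1 and 3 correlated with each other at 0.85. Without glycerol 24 h replicate 2, 355 genes were called in glycerol, and without glycerol 24 h replicate 1, 136 were called. The samples were kept in the groups that their labels name.

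**Figure D3:**
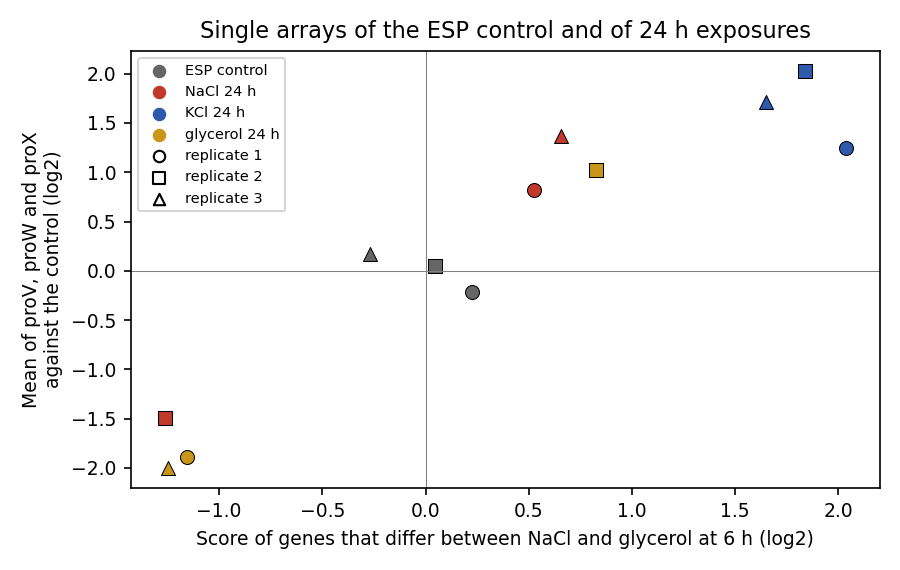
Mean log2 difference from the control of the genes that differed between NaCl and glycerol at 6 h (x axis) against the mean log2 difference of the ProU genes (y axis), for each array of the ESP control and of the 24 h groups. The array labelled NaCl replicate 2 lies at -1.26 and the array labelled glycerol replicate 2 at 0.82 on the x axis.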

**FIG 4:**
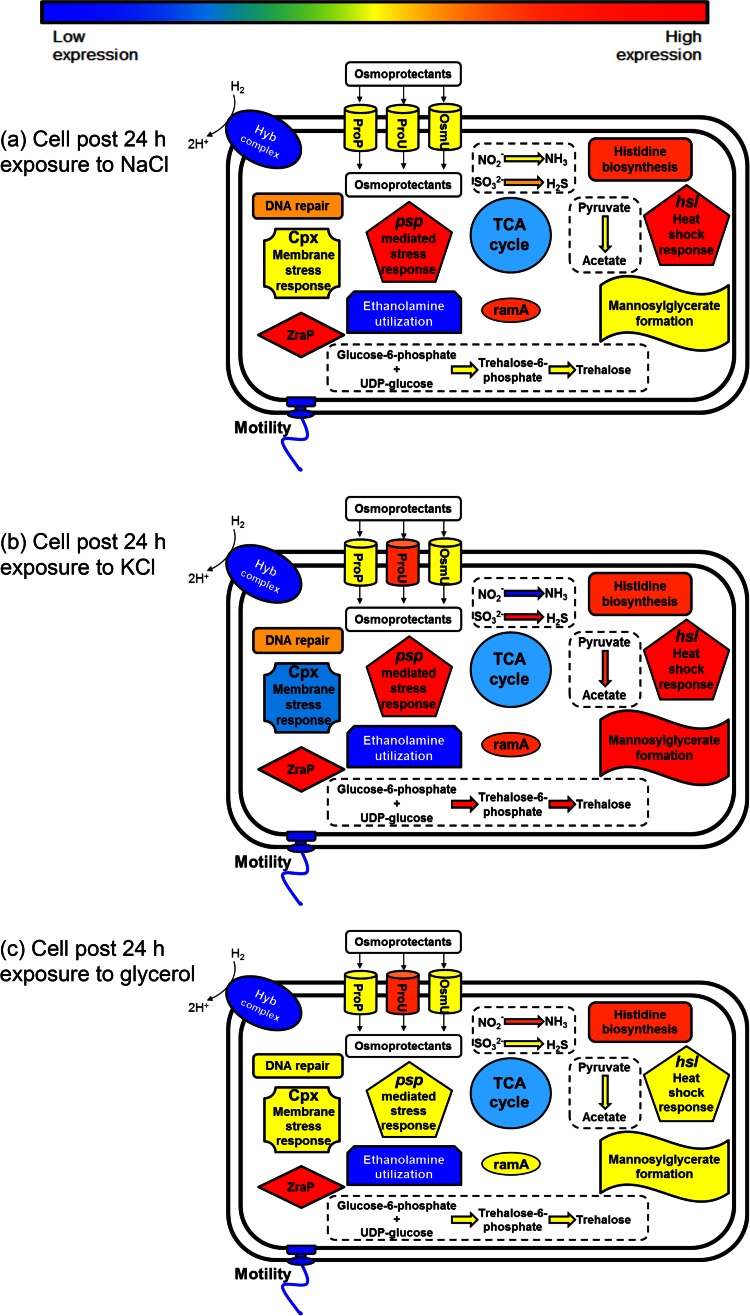
Summary of proposed changes occurring after 24 h of exposure to NaCl (a), KCl (b), or glycerol (c).

### (i) Central metabolism and energy derivation after 24 h of exposure.

Among the genes involved in the TCA cycle, downregulation was recorded for the isocitrate dehydrogenase-encoding gene (*icdA*) in both NaCl- and glycerol-exposed samples, while the malate dehydrogenase (*mdh*) gene showed a significant decrease across all three exposure conditions. 

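After 24 h, *mdh* (SL3331) had log2 fold changes of -1.66 (standard error 0.43, adjusted p = 0.00956) in NaCl, -1.02 (standard error 0.43, adjusted p = 0.0915) in KCl, and -1.12 (standard error 0.43, adjusted p = 0.0787) in glycerol, with a log2 ratio in NaCl of 1.103 ± 0.43 (mean ± SD, n = 3 arrays). For *icdA* (SL1176) the changes were -0.38 (standard error 0.36, adjusted p = 0.499) in NaCl and -0.74 (standard error 0.36, adjusted p = 0.161) in glycerol. Without NaCl 24 h replicate 2 the change in NaCl was -0.33, and without glycerol 24 h replicate 2 that in glycerol was -0.59. *mdh* (NaCl) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *mdh* (KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *mdh* and *icdA* (each glycerol) and *icdA* (NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *mdh* (glycerol) turned to 0.26, *icdA* (NaCl) to 0.63, and *icdA* (glycerol) to 0.42 with loess within arrays and *icdA* (NaCl) turned to 0.28 and *icdA* (glycerol) to 0.15 with Feature Extraction processed signals. *mdh* (NaCl) lost the threshold with Feature Extraction processed signals and with loess within arrays. *mdh* (KCl), *mdh* and *icdA* (each glycerol), and *icdA* (NaCl) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction and *mdh* (glycerol) passed it with the slide as a block. *mdh* (NaCl) lost the threshold without NaCl 24 h replicate 1 (adjusted p = 0.0595). *mdh* (KCl) passed the threshold without KCl 24 h replicate 2 (adjusted p = 0.0402) and *mdh* (glycerol) passed the threshold without glycerol 24 h replicate 2 (adjusted p = 0.0108).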

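After 24 h, the log2 fold change of *poxB* (SL0874) was 1.64 (standard error 0.45, adjusted p = 0.00895) in KCl, -0.24 (standard error 0.45, adjusted p = 0.754) in NaCl, and -1.41 (standard error 0.45, adjusted p = 0.0313) in glycerol, and its log2 ratio was 0.90 ± 0.29 in the control and 2.53 ± 0.24 in KCl (mean ± SD, n = 3 arrays each). The direct contrasts were -1.88 (standard error 0.45, adjusted p = 0.00521) for NaCl against KCl and 3.05 (standard error 0.45, adjusted p = 8.08e-05) for KCl against glycerol. Without NaCl 24 h replicate 2 the change in NaCl was 0.51, and without glycerol 24 h replicate 2 that in glycerol was -1.95. *poxB* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *poxB* (NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *poxB* (glycerol) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *poxB* (KCl and contrast NaCl 24 h with KCl 24 h) lost the threshold with Feature Extraction processed signals and *poxB* (KCl, glycerol, contrast NaCl 24 h with KCl 24 h, and contrast KCl 24 h with glycerol 24 h) lost it with loess within arrays. *poxB* (glycerol) lost the threshold without ESP control replicate 2 or 3 or glycerol 24 h replicate 1 or 3 (adjusted p = 0.176 at most) and *poxB* (contrast NaCl 24 h with KCl 24 h) lost it without NaCl 24 h replicate 2 (adjusted p = 0.0568).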

The *poxB* gene, which catalyzes the conversion of pyruvate to acetate, was upregulated only in KCl-exposed samples. Genes involved in the Entner-Doudoroff pathway no longer showed any significant change in expression in cells exposed to the three humectants in comparison to their expression in the control inoculum.

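The 5 genes for gluconate uptake and the Entner-Doudoroff pathway had medians of 0.43 after 24 h in NaCl (fry, adjusted p = 0.228), 0.35 in KCl (fry, adjusted p = 0.234), and 0.97 in glycerol (fry, adjusted p = 0.0184), and none of them was called. In glycerol, *edd* (SL1819) was at 0.97 (standard error 0.23, adjusted p = 0.00519) and *eda* (SL1818) at 0.80 (standard error 0.42, adjusted p = 0.206), and 1.20 and 1.47 without glycerol 24 h replicate 2. In NaCl they were at 0.57 (adjusted p = 0.0959) and 0.43 (adjusted p = 0.525), and in KCl at 0.24 (adjusted p = 0.513) and 0.62 (adjusted p = 0.323). *edd* (glycerol and NaCl) and *edd* and *eda* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *eda* (glycerol and NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *eda* (KCl) turned to -0.01 with loess within arrays. *edd* (glycerol) lost the threshold with Feature Extraction processed signals and with loess within arrays. *edd* (NaCl) passed the threshold with Cy3 alone. *eda* (glycerol) passed the threshold without glycerol 24 h replicate 2 (adjusted p = 0.00585) and *edd* (NaCl) passed the threshold without NaCl 24 h replicate 3 (adjusted p = 0.0422). The gluconate and Entner-Doudoroff set (glycerol) lost the threshold with Feature Extraction processed signals and loess within arrays. The gluconate and Entner-Doudoroff set (glycerol) lost the threshold without ESP control replicate 2 or glycerol 24 h replicate 3 (medians 0.41 to 0.96, adjusted p = 0.189 at most).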

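After 24 h, the 8 *his* genes were all above the control in each humectant, with a median log2 fold change of 0.74 in NaCl (fry, adjusted p = 7.97e-07), 1.01 in KCl (fry, adjusted p = 4.07e-07), and 0.77 in glycerol (fry, adjusted p = 8.33e-07). Called higher were *hisG* (SL2048) with 1.59 (standard error 0.21, adjusted p = 1.10e-05) and *hisD* (SL2049) with 1.41 (standard error 0.22, adjusted p = 8.91e-05) in NaCl, and none in KCl or glycerol. The highest in KCl was *hisG* with 1.52 (standard error 0.21, adjusted p = 9.41e-06), at a log2 ratio of -0.52 ± 0.22 in the control and 1.01 ± 0.11 in KCl (mean ± SD, n = 3 arrays each). *hisG* and *hisD* (each NaCl) and *hisG* (KCl) had all 3 exposed arrays above the 3 controls. *hisG* and *hisD* (each NaCl) and *hisG* (KCl) lost the threshold with loess within arrays.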

Compared to the gene expression in the control inoculum, histidine biosynthetic genes were upregulated after 24 h of exposure to all three humectants. Conversely, the *eut* genes required for ethanolamine utilization were significantly downregulated in each sample.

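The median log2 fold change of the 17 *eut* genes, all below the control, was -2.50 in NaCl (fry, adjusted p = 3.92e-06), -2.18 in KCl (fry, adjusted p = 4.25e-06), and -2.99 in glycerol (fry, adjusted p = 7.97e-07). Called lower were 13, 13 and 15 of them in that order. *eutM* (SL2428) had log2 ratios of 6.02 ± 0.48 in the control, 2.23 ± 1.50 in NaCl, 2.66 ± 1.52 in KCl, and 1.75 ± 1.36 in glycerol (mean ± SD, n = 3 arrays each), and its change in KCl was -3.36 (standard error 0.62, adjusted p = 2.73e-04). *eutM* had all 3 exposed arrays below the 3 controls. *eutM* lost the threshold with Feature Extraction processed signals and with loess within arrays. *eutM* was -2.71 without KCl 24 h replicate 1 and *eutM* was -4.19 without KCl 24 h replicate 2.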

### (ii) Osmoadaptation after 24 h of exposure.

After 24 h, only samples exposed to KCl showed any significant changes in the expression of genes related to osmoregulation compared to their expression in the control inoculum. These included the *proU* osmoprotectant transporter genes, the osmotically inducible *osmC* gene, and the *mngB* gene, responsible for the formation of the osmolyte mannosylglycerate. 

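In KCl, *proV* (SL2794) and *proW* (SL2795) were at 2.06 (standard error 0.54, adjusted p = 0.006) and 2.13 (standard error 0.60, adjusted p = 0.0104) after 24 h, and *proX* (SL2796) at 0.81 (standard error 0.57, adjusted p = 0.341), and the median of the 3 genes was 2.06 (fry, adjusted p = 0.0344). *osmC* (SL1493) was at 1.12 (standard error 0.63, adjusted p = 0.219), and *mngB* (SL1914) at 1.66 (standard error 0.28, adjusted p = 1.07e-04), with a log2 ratio of -0.78 ± 0.21 in the control and 0.88 ± 0.23 in KCl (mean ± SD, n = 3 arrays each). The direct contrasts of NaCl with KCl were -1.39 (adjusted p = 0.0666) for *proV* and -1.14 (adjusted p = 0.00592) for *mngB*, and those of KCl with glycerol 2.73 (adjusted p = 0.00106) and 1.25 (adjusted p = 0.00273). The mean log2 difference of the ProU genes from the control was 0.82, -1.49 and 1.37 on NaCl replicates 1, 2 and 3, and -1.89, 1.03 and -2.0 on glycerol replicates 1, 2 and 3. *proV*, *proW*, and *mngB* (each KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proX* and *osmC* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *proX* (KCl) turned to -0.32 and *proV* (contrast NaCl 24 h with KCl 24 h) to 0.11 with loess within arrays. *proV* and *proW* (each KCl) lost the threshold with Feature Extraction processed signals and *proV*, *proW*, and *mngB* (each KCl), *mngB* (contrast NaCl 24 h with KCl 24 h), and *proV* and *mngB* (each contrast KCl 24 h with glycerol 24 h) lost it with loess within arrays. *osmC* (KCl) and *proV* (contrast NaCl 24 h with KCl 24 h) passed the threshold with Cy3 alone and *proV* (contrast NaCl 24 h with KCl 24 h) passed it with the deposited ratios and local background subtraction. *proV* (contrast NaCl 24 h with KCl 24 h) passed the threshold without NaCl 24 h replicate 1 or 3 (adjusted p = 0.0288 at least) and *proV* (contrast KCl 24 h with glycerol 24 h) was 3.71 without glycerol 24 h replicate 2. The ProU set (KCl) lost the threshold with Feature Extraction processed signals, loess within arrays, and the slide as a block. The ProU set (KCl) lost the threshold without ESP control replicate 1, 2 or 3 or KCl 24 h replicate 2 or 3 (medians 1.87 to 2.15, adjusted p = 0.102 at most).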

In KCl-exposed cells, the upregulation of genes involved in galactose metabolism and the subsequent conversion of galactose to UDP-glucose was noted. 

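*galT* (SL0752) had a log2 ratio of 0.34 ± 0.32 in the control and 2.86 ± 0.26 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.52 (standard error 0.31, adjusted p = 3.24e-06). For *galK* (SL0751) and *galM* (SL0750) the changes were 1.36 (adjusted p = 5.69e-05) and 1.56 (adjusted p = 1.69e-04). *galT* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *galK* and *galM* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *galK* turned to -0.05 with loess within arrays. *galT* and *galM* lost the threshold with loess within arrays and *galK* lost it with Feature Extraction processed signals.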

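After 24 h in KCl, *otsA* (SL1862) had a log2 fold change of 1.46 (standard error 0.38, adjusted p = 0.00594) and *otsB* (SL1863) one of 1.71 (standard error 0.56, adjusted p = 0.0269). For *otsB* the log2 ratio was 1.17 ± 0.25 in the control and 2.87 ± 0.28 in KCl (mean ± SD, n = 3 arrays each). *otsA* and *otsB* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *otsA* turned to -0.16 with loess within arrays. *otsA* and *otsB* lost the threshold with Feature Extraction processed signals and *otsB* lost it with loess within arrays and with the slide as a block. *otsB* lost the threshold without ESP control replicate 1 or 2 or KCl 24 h replicate 2 or 3 (adjusted p = 0.0871 at most).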

The formation of UDP-glucose also links in with the biosynthesis of the disaccharide trehalose, the gene for which was also upregulated.

### (iii) Membrane and motility changes after 24 h of exposure.

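For *cpxP* (SL4009) the log2 fold change after 24 h in KCl was 1.02 (standard error 0.50, adjusted p = 0.145), with a log2 ratio of 1.58 ± 0.41 in the control and 2.60 ± 0.20 in KCl (mean ± SD, n = 3 arrays each), and it did not pass the threshold. *cpxP* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *cpxP* turned to -0.09 with loess within arrays. *cpxP* passed the threshold with Cy3 alone.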

Similar to the data observed at an earlier time point, the *cpxP* repressor of the Cpx envelope stress response was upregulated by KCl exposure compared to its level of exposure in the control inoculum. However, contrary to the results obtained after 6 h of KCl exposure, after 24 h a number of genes involved in O-antigen expression and LPS biosynthesis were downregulated, as were genes for a number of outer membrane proteins (*nmpC*, *ompC*, *ompS*, *ompW*), when their expression was normalized to that of the ESP inoculum.

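After 24 h in KCl, the 17 *rfb* genes had a median log2 fold change of -0.56 (fry, adjusted p = 0.035) and the 13 *rfa* genes one of -0.52 (fry, adjusted p = 0.0331), and none of them was called by 2 probes with limma. The contrast of 24 h with 6 h was -2.42 (standard error 0.29, adjusted p = 2.98e-07) for *rfaK* (SL3680). Of the outer membrane protein genes, *nmpC* (SL1503) had a log2 ratio of 2.94 ± 0.52 in the control and 1.15 ± 0.71 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of -1.79 (standard error 0.45, adjusted p = 0.0045), and *ompW* (SL1663) was at -1.51 (adjusted p = 0.00212), *ompC* (SL2237) at -0.98 (adjusted p = 0.0328), and *ompS* (SL1923) at -0.69 (adjusted p = 0.0698). *nmpC* (KCl) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *ompW* and *ompC* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *ompS* (KCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *ompW* (KCl) turned to 0.07 and *ompC* (KCl) to 0.21 with Feature Extraction processed signals and *ompS* (KCl) turned to 0.0039 with loess within arrays. *nmpC* (KCl) lost the threshold with Feature Extraction processed signals and *nmpC*, *ompW*, and *ompC* (each KCl) lost it with loess within arrays. *ompS* (KCl) passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction. *ompC* (KCl) lost the threshold without ESP control replicate 3 or KCl 24 h replicate 1 (adjusted p = 0.221 at most). *ompS* (KCl) passed the threshold without ESP control replicate 3 or KCl 24 h replicate 1 (adjusted p = 0.0389 at least). The *rfb* set (KCl) and the *rfa* set (KCl) lost the threshold with Feature Extraction processed signals and quantile normalization between arrays and the *rfa* set (KCl) lost it with loess within arrays and the slide as a block. The *rfb* set (KCl) lost the threshold without ESP control replicate 1 or 3 or KCl 24 h replicate 1 or 2 (medians -0.38 to -0.64, adjusted p = 0.245 at most) and the *rfa* set (KCl) lost it without ESP control replicate 1 or 3 or KCl 24 h replicate 1 (medians -0.27 to -0.63, adjusted p = 0.193 at most).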

### (iv) Other stress responses observed after 24 h of exposure.

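After 24 h in NaCl, *pspD* (SL1617) had a log2 ratio of 1.02 ± 0.16 in the control and 3.15 ± 0.92 in NaCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.13 (standard error 0.37, adjusted p = 3.23e-04), and *pspA* (SL1620) 1.91, *pspB* (SL1619) 1.92, and *pspC* (SL1618) 1.76 were the changes of the other genes. In KCl they were *pspA* 1.1 (adjusted p = 0.0372), *pspB* 1.34 (adjusted p = 0.00481), *pspC* 1.42 (adjusted p = 0.00294), and *pspD* 1.69 (adjusted p = 0.00169). Without NaCl 24 h replicate 2 the change of *pspD* in NaCl was 2.63. In glycerol, the median of the 6 *psp* genes was 1.55 (fry, adjusted p = 0.00122). *pspD*, *pspA*, *pspB*, and *pspC* (each NaCl) and *pspD* (KCl) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pspA*, *pspB*, and *pspC* (each KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *pspD* (KCl) turned to -0.19 with loess within arrays. *pspD*, *pspA*, *pspB*, and *pspC* (each NaCl) and *pspA*, *pspB*, and *pspC* (each KCl) lost the threshold with loess within arrays and *pspA* (NaCl) and *pspA*, *pspB*, *pspC*, and *pspD* (each KCl) lost it with Feature Extraction processed signals. *pspA* (KCl) lost the threshold without ESP control replicate 1, 2 or 3 or KCl 24 h replicate 2 or 3 (adjusted p = 0.156 at most).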

Similar to the findings at previous time points, after 24 h the *psp* phage shock genes showed a significant induction in the presence of both NaCl and KCl compared to that in the control inoculum culture. In KCl-exposed samples, the *mutM* gene, involved in DNA repair, as well as the *groEL*, *groES*, and *dnaJ* chaperone-encoding genes, which are responsible for preventing the aggregation of misfolded proteins under stress, were upregulated. Similarly, the *hslORSTUV* and *htpG* heat shock protein-encoding genes, as well as the *katE* and *sodC* genes highlighted above, were upregulated by more than 3-fold in the KCl-exposed samples.

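*mutM* (SL3692) had a log2 fold change of 1.41 (standard error 0.47, adjusted p = 0.0297) after 24 h in KCl, *groEL* (SL4267) one of 1.28 (standard error 0.35, adjusted p = 0.0081), *groES* (SL4266) one of 0.91 (adjusted p = 0.0482), and *dnaJ* (SL0013) one of 1.41 (standard error 0.66, adjusted p = 0.127). *groEL* had a log2 ratio of -0.68 ± 0.17 in the control and 0.60 ± 0.15 in KCl (mean ± SD, n = 3 arrays each). *mutM*, *groEL*, *groES*, and *dnaJ* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *mutM*, *groEL*, and *groES* lost the threshold with Feature Extraction processed signals and with loess within arrays and *groES* lost it with quantile normalization between arrays. *dnaJ* passed the threshold with Cy3 alone and the slide as a block. *mutM* lost the threshold without ESP control replicate 2 or 3 or KCl 24 h replicate 1 or 2 (adjusted p = 0.141 at most) and *groES* lost it without ESP control replicate 1, 2 or 3 or KCl 24 h replicate 1, 2 or 3 (adjusted p = 0.143 at most).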

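*hslS* (SL3775) had a log2 ratio of -0.45 ± 0.05 in the control and 2.08 ± 0.22 in KCl (mean ± SD, n = 3 arrays each), a log2 fold change of 2.52 (standard error 0.50, adjusted p = 5.70e-04). Those of the other heat shock genes were *hslO* (SL3465) 1.35, *hslR* (SL3464) 1.50, *hslT* (SL3776) 2.19, *hslU* (SL4040) 1.59, and *hslV* (SL4041) 1.71 and *htpG* (SL0480) 1.30 (adjusted p = 0.0143). *katE* (SL1253) was at 1.07 (standard error 0.46, adjusted p = 0.0915) and *sodC* (SL1372) at 1.53 (standard error 0.48, adjusted p = 0.0217). *hslS*, *hslT*, *hslU*, *hslV*, and *sodC* met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *hslO*, *hslR*, *htpG*, and *katE* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *hslS*, *hslO*, *hslR*, *hslT*, *hslU*, *hslV*, *htpG*, and *sodC* lost the threshold with loess within arrays and *hslR*, *htpG*, and *sodC* lost it with Feature Extraction processed signals. *katE* passed the threshold with Cy3 alone, the deposited ratios, and local background subtraction. *htpG* lost the threshold without ESP control replicate 1 or KCl 24 h replicate 3 (adjusted p = 0.0811 at most) and *sodC* lost it without ESP control replicate 1 or 2 or KCl 24 h replicate 2 or 3 (adjusted p = 0.091 at most).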

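After 24 h, *fliA* (SL1885) had log2 fold changes of -1.70 (standard error 0.36, adjusted p = 0.00201) in NaCl, -2.09 (standard error 0.36, adjusted p = 1.49e-04) in KCl, and -1.21 (standard error 0.36, adjusted p = 0.0222) in glycerol. The 11 chemotaxis genes had medians of -1.36 (fry, adjusted p = 9.35e-05), -1.86 (fry, adjusted p = 1.49e-05), and -1.54 (fry, adjusted p = 9.24e-05) in the same order, all 11 below the control in each. The 46 flagellar and motility genes had a median of -0.74 in KCl (fry, adjusted p = 6.53e-05). In NaCl the median was 0.07 (-0.02 with loess within arrays and -0.03 with the slide as a block) and the mean -0.32 (fry, adjusted p = 0.12), and in glycerol 0.05 (-0.07 with Feature Extraction processed signals and -0.06 with loess within arrays) and -0.33 (fry, adjusted p = 0.123), so that median and mean differ in sign in both. Called lower were 7, 11 and 6 of these genes in NaCl, KCl and glycerol. *fliA* (NaCl and KCl) met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *fliA* (glycerol) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *fliA* (glycerol) turned to 0.12 with loess within arrays. *fliA* (NaCl and KCl) lost the threshold with loess within arrays and *fliA* (glycerol) lost it with Feature Extraction processed signals. *fliA* (glycerol) lost the threshold without ESP control replicate 3 or glycerol 24 h replicate 1 or 3 (adjusted p = 0.185 at most). The chemotaxis set (NaCl and glycerol) and the flagellar set (KCl) lost the threshold with loess within arrays. The flagellar set (NaCl) passed the threshold with quantile normalization between arrays and the deposited ratios and the flagellar set (NaCl and glycerol) passed it with Cy3 alone and the slide as a block. The flagellar set (NaCl) passed the threshold without NaCl 24 h replicate 3 (median -0.05, adjusted p = 0.0174).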

Samples exposed to all three humectants showed the downregulation of genes responsible for flagellar assembly and chemotaxis (including the *fliA* sigma factor), comparable to the effects observed at the 6-h time point.

## DISCUSSION

In the context of the modern food industry, consumer awareness about the adverse health effects linked to a diet containing high levels of salt has resulted in pressure being placed on manufacturers to formulate low-*a_w_* food matrices that contain reduced amounts of NaCl. The humectant compounds KCl (an ionic humectant) and glycerol (a nonionic humectant) may offer an acceptable alternative and could thus be considered. Currently, little is known about the bacterial response to either KCl or glycerol.

In this investigation, the transcriptomic response of *S*. Typhimurium 4/74 following exposure to NaCl, KCl, and glycerol was studied. The response to NaCl-induced stress has been the main focus of investigations of osmoregulation in *S*. Typhimurium (14, 30, 31) and was included here to directly compare the transcriptomic responses across all three conditions.

Shabala et al. challenged the previously held view that bacteria respond to the stress imposed by all osmotic compounds in the same manner, for example, by inducing an initial increase of K^+^ influx, regardless of whether that compound is ionic or nonionic (13). That study investigated the response of E. coli to NaCl (ionic) and sucrose (nonionic) after a 10-min osmotic shock. The data indicated that only 57% of the same genes were upregulated after exposure to the two compounds (13). These data are generally supported by the findings of this study, insofar as NaCl and KCl (ionic compounds) induced changes in gene expression that were more comparable than the changes found in cells exposed to glycerol (nonionic) under the same *a_w_* conditions.

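Across genes, which are not independent replicates, the log2 fold changes in NaCl and KCl correlated at r = 0.72 after 1 h, 0.39 after 6 h and 0.61 after 24 h. Those in NaCl and glycerol correlated at 0.07, 0.18 and 0.83, and those in KCl and glycerol at 0.08, 0.17 and 0.52. With loess within arrays, the value for NaCl and KCl after 1 h was close to that for NaCl and glycerol. After 6 h it was then below that for KCl and glycerol, so the order depends on the normalization. With a genomic DNA reference loess may itself remove expression differences, so it cannot decide the order. Without NaCl 24 h replicate 2, the value for NaCl and glycerol after 24 h was 0.62. The labels of that array and of glycerol 24 h replicate 2, which stayed in, are in doubt. Single arrays of NaCl 24 h replicates 1 and 3 correlated with those of glycerol 24 h replicates 1 and 3 at 0.35 to 0.53. Whether NaCl was more like glycerol than like KCl after 24 h was thus not settled. Because all groups share the 3 control arrays, 100 simulations of unchanged groups also gave correlations. The mean over the 3 pairs of a simulation had a median of 0.499, and single pairs ranged from -0.09 to 0.93. Shared controls alone can thus correlate changes, but the simulated groups hold no response and are no baseline for the values above. From the responses at equal water activity, the paper reasons that NaCl and KCl, which are ionic, brought about changes more like each other than like those in glycerol, which is not.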

Previous studies have focused on the effect(s) of equal molar concentrations of ionic salts (rather than equal *a_w_* levels) to investigate their impact on the growth of Listeria monocytogenes (32, 33). These studies reported that different ionic compounds can have various bacteriostatic effects when applied at the same molar concentrations. However, Boziaris et al. demonstrated that although equal molar concentrations of NaCl and KCl have similar *a_w_* values, they appear to exert similar effects on growth (32). In this study, our focus was to investigate the transcriptional responses arising from the use of three humectants applied at the same *a_w_*, comparing the effects of two ionic compounds with the effect of a nonionic compound, glycerol.

A summary of the changes in gene expression occurring at each time point are broadly summarized in Fig. 2, 3, and 4. The key findings are discussed below.

### Alterations in metabolic pathways.

The transcriptomic data obtained in this study suggest that the addition of humectants gives rise to the upregulation of gluconate transport and the degradative components of the Entner-Doudoroff pathway responsible for catalyzing the interconversion of gluconate to form pyruvate and glyceraldehyde-3-phosphate. This upregulation occurred at an earlier time point in response to glycerol than the time of its occurrence in response to NaCl and KCl. These data suggest that the cells are switching to gluconate as their primary carbon source in response to glycerol. 

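At 1 h, *gntT* (SL3479) had log2 fold changes of -0.36 (adjusted p = 0.685) in NaCl and -0.20 (adjusted p = 0.882) in KCl, and the direct contrasts with glycerol were -3.62 (standard error 0.47, adjusted p = 1.52e-06) for NaCl and -3.45 (standard error 0.47, adjusted p = 4.01e-06) for KCl. From 1 h to 6 h the contrast of *gntT* was 4.10 (adjusted p = 1.49e-06) in NaCl and 3.21 (adjusted p = 4.24e-06) in KCl, and 0.83 (adjusted p = 0.205) in glycerol. The 5 genes for gluconate uptake and the Entner-Doudoroff pathway had medians of -0.25 (0.19 with loess within arrays) in NaCl (fry, adjusted p = 0.974) and -0.12 (0.08 with loess within arrays and 0.0011 with Cy3 alone) in KCl (fry, adjusted p = 0.946) after 1 h. *gntT* (NaCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *gntT* (KCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *gntT* (NaCl) turned to 0.05 and *gntT* (KCl) to 0.11 with loess within arrays. *gntT* (contrast NaCl 1 h with glycerol 1 h, contrast KCl 1 h with glycerol 1 h, and contrast NaCl 6 h with NaCl 1 h) lost the threshold with loess within arrays.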

Interestingly, this pathway has also been found to be upregulated in *S*. Typhimurium during macrophage infection, and it is also necessary for E. coli colonization of the murine large intestine, suggesting a virulence-associated role (34, 35). In the current study, we show that induction of the Entner-Doudoroff pathway may also be linked to changes in the water activity of the environment. These enzymatic reactions may also provide the cell with reducing power in the form of NADPH, which can be utilized by other cellular reactions (36).

During glycerol-induced stress, it appears that cells may be reducing their oxygen consumption by upregulating alternative (anaerobic) respiration systems. This is reflected by the downregulation in the expression of genes encoding the enzymes of the TCA cycle and the concomitant upregulation of the pyruvate formate lyase activator enzyme. When active, pyruvate formate lyase catalyzes the nonoxidative conversion of pyruvate to formate and acetyl coenzyme, which can then act as a substrate for mixed acid fermentation. The downregulation of acetate formation by *poxB* was also observed. Similarly, if the cells shift to an anoxic metabolism format, alternative terminal electron acceptors are required in order to support the provision of cellular energy. 

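At 1 h in glycerol, *poxB* (SL0874) had a log2 ratio of 0.90 ± 0.29 in the control and -1.43 ± 0.28 in glycerol (mean ± SD, n = 3 arrays each), a log2 fold change of -2.33 (standard error 0.45, adjusted p = 3.27e-04). *poxB* met the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *poxB* lost the threshold with loess within arrays.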

In line with this hypothesis, over the course of the study it appeared that glycerol-exposed cells may have been using alternative respiration systems involving fumarate, nitrite, sulfite, and also, possibly, tetrathionate. However, other studies have reported that these systems can sometimes show elevated expression independently of whether the relative electron acceptors are present (37). This observation will require further investigation in the future. Similarly, in KCl- and NaCl-exposed cells, the corresponding components of the terminal electron transport chain exhibited signs of reduced activity after 6 h of incubation.

It is important to consider the fact that the metabolic shift to a more anoxic state that is observed may also result from the storage conditions rather than the humectants themselves. As stated above, conditions were chosen to simulate a probable storage environment of a food matrix; therefore, no aeration was used. Recently, Metris et al. demonstrated that E. coli experiences a switch from aerobic to fermentative metabolism in the presence of osmotic stress (38).

### Osmoprotection.

When bacteria are exposed to osmotic stress, cells need to rapidly respond in order to cope with and adjust to the changes in external osmolarity that are occurring. This ability to adapt is integral to prevent the loss of water from the bacterial cell and ultimately aid survival. A common method of adaptation for bacteria is the accumulation of osmoprotectant molecules, including proline and glycine betaine (4, 16, 39). These low-molecular-weight solutes prevent water loss from the cell and, due to their neutral charge, can be transported into the cell and accumulate to high concentrations without affecting cellular function (16). Previous reports have outlined the contributions of the ProP, ProU, and OsmU osmoprotectant transport systems to survival under NaCl-induced stress (14, 17, 18, 40–42). The upregulated transcription of *proP* and *proU* only 6 min after NaCl addition was reported previously (14). The data from NaCl-exposed samples obtained in this study support and further validate these models. However, under KCl-induced stress, the induction of all three transporters did not appear to be among the initial responses of these cells, as little increase in expression was observed at 1 h postexposure. In contrast, all were significantly upregulated after 6 h. This response of the bacterial cell to the osmotic conditions imposed by KCl begins to suggest that alternative osmoregulatory mechanisms may exist to cope with the initial stages of KCl exposure. 

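With 1 h of KCl, *proP* (SL4227) had a log2 fold change of -0.54 (standard error 0.36, adjusted p = 0.536), the 3 ProU genes a median of 0.14 (-0.04 with Feature Extraction processed signals) (fry, adjusted p = 0.8), and the 4 OsmU genes a median of 0.11 (-0.08 with loess within arrays) (fry, adjusted p = 0.798). In NaCl after 1 h, the medians were 1.11 for ProU (fry, adjusted p = 0.23) and 0.90 for OsmU (fry, adjusted p = 0.0358), and *proP* was at 0.19 (standard error 0.36, adjusted p = 0.805). The direct contrast of NaCl with KCl at 1 h was 0.73 (adjusted p = 0.464) for *proP* and 1.08 (adjusted p = 0.464) for *proV* (SL2794). *proP* (KCl and NaCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *proP* (NaCl) turned to -0.05 with Feature Extraction processed signals and *proP* (NaCl) turned to -0.05 and *proV* (contrast NaCl 1 h with KCl 1 h) to -0.01 with loess within arrays. The OsmU set (NaCl) lost the threshold with Feature Extraction processed signals and loess within arrays. The OsmU set (NaCl) lost the threshold without ESP control replicate 1 or 2 or NaCl 1 h replicate 2 or 3 (medians 0.62 to 0.96, adjusted p = 0.169 at most).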

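From 1 h to 6 h in KCl, the contrast was 2.90 (standard error 0.36, adjusted p = 3.53e-07) for *proP* (SL4227), 3.65 (standard error 0.54, adjusted p = 4.74e-06) for *proV* (SL2794), and 2.09 (standard error 0.43, adjusted p = 3.93e-04) for STM1493 (SL1423). For *proV* the log2 ratio was 0.91 ± 0.19 after 1 h and 4.56 ± 0.26 after 6 h (mean ± SD, n = 3 arrays each).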

In support of this observation, another gene coding for an alternative proline transporter, *putP*, showed significant upregulation at 1 h after KCl addition. However, this transporter is thought to transport proline only for use as a carbon or nitrogen source and may not play a role in osmoadaptation (43–46). As these studies concentrated on the response to NaCl, it is possible that the PutP transporter may have an osmoprotective role in the presence of KCl during the early stages of osmotic shock, which is a unique observation.

Conversely, glycerol induced the downregulation of *proP*, *proU*, and *osmU*. Although these cells were exposed to the same *a_w_* levels, these data highlight the differential responses occurring in relation to osmoadaptation in the presence of alternative humectants, in this case, ionic compounds versus a sugar alcohol.

Trehalose is another compatible solute commonly synthesized in response to an osmotic downshift (14, 39, 47, 48) and has also been found to play a role in desiccation tolerance (6, 8). As expected, the expression of the trehalose biosynthetic genes in response to both KCl- and NaCl-induced stress increased at 6 h postexposure. Once again, glycerol demonstrated an alternative effect, with trehalose-related gene expression being reduced at 1 and 6 h, again highlighting the unique features in the mechanisms of the response to these humectant compounds, even though water activity remained constant.

The upregulation of fatty acid catabolism was previously documented for Salmonella cells desiccated onto stainless steel, where it was postulated that this may occur because glucose is diverted into trehalose biosynthesis (6). As such, it was believed that the bacterial cell may switch to fatty acid catabolism to generate the energy needed for biological reactions. Both KCl and NaCl exposure induced a similar scenario, by which increased trehalose synthesis was coupled with an increase in the expression of *fad* genes, but only after 1 h of exposure.

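After 1 h, *otsA* (SL1862) and *otsB* (SL1863) had log2 fold changes of 0.16 (adjusted p = 0.846) and 0.18 (adjusted p = 0.888) in NaCl and 0.05 (adjusted p = 0.969) and -0.62 (adjusted p = 0.656) in KCl. The *fad* genes had medians of -0.20 after 6 h in NaCl (fry, adjusted p = 0.0827) and 0.07 (-0.01 with loess within arrays and -0.06 with the slide as a block) in KCl (fry, adjusted p = 0.328), and -0.03 and 0.09 (-0.06 with Cy3 alone and -0.02 with the slide as a block) after 24 h (fry, adjusted p = 0.31 and 0.564). From 1 h to 6 h, *fadB* (SL3936) changed by -2.28 (standard error 0.32, adjusted p = 3.04e-05) in NaCl and by -1.26 (standard error 0.32, adjusted p = 0.003) in KCl. *otsA* and *otsB* (each NaCl) and *otsA* (KCl) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *otsB* (KCl) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *otsA* (NaCl) turned to -0.08 and *otsB* (NaCl) to -0.04 with Feature Extraction processed signals, *otsA* (NaCl) turned to -0.24 and *otsB* (NaCl) to -0.15 with loess within arrays, *otsA* (KCl) turned to -0.05 with quantile normalization between arrays, *otsA* (KCl) turned to -0.16 with Cy3 alone, *otsA* (KCl) turned to -0.02 with the deposited ratios, and *otsA* (KCl) turned to -0.02 with local background subtraction. *fadB* (contrast NaCl 6 h with NaCl 1 h and contrast KCl 6 h with KCl 1 h) lost the threshold with loess within arrays and *fadB* (contrast KCl 6 h with KCl 1 h) lost it with Feature Extraction processed signals. The fatty acid degradation set (NaCl 6 h) passed the threshold with quantile normalization between arrays and Cy3 alone.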

Taken together, these data highlight the fact that *S*. Typhimurium 4/74 does not appear to respond to a reduction in water activity in a uniform manner, as the changes observed following exposure to glycerol did not follow traditional osmoadaptive response mechanisms.

### Membrane.

The ability of bacterial cells to stabilize and reinforce the membrane structure is key to survival under osmotic pressure. If the bacterial cell is unable to cope with the turgor pressure encountered, cell lysis and death will result. Changes in the expression of membrane-associated genes may be exerted in order to combat alterations in osmolarity due to the presence of glycerol and the associated reduction in intracellular water.

In this study, the addition of glycerol led to the significant upregulation of a large number of genes associated with LPS (*rfa* locus) and O-antigen (*rfb* gene cluster) biosynthesis as well as the *oafA* gene, required for the acetylation of the O antigen, as measured after 1 h of exposure (49–51). 

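*oafA* (SL2208) had a log2 ratio of -2.77 ± 0.51 in the control and -1.21 ± 0.47 in glycerol after 1 h (mean ± SD, n = 3 arrays each), a log2 fold change of 1.56 (standard error 0.34, adjusted p = 0.0011). *oafA* did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *oafA* lost the threshold with loess within arrays.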

Linked with this, the Tol-Pal system, consisting of seven genes, *ybgC-tolQ-tolR-tolA-tolB-pal-ybgF*, also elicited significant increases in expression. This system appeared to have a variety of functions related to the stability and function of the outer membrane. It is also thought to be required for the import of group A colicins across the cell envelope (52). Aside from its role in membrane integrity, other functions of this system include the export of cell envelope proteins through the periplasm and the assembly of outer membrane proteins, and TolA has also been shown to play a role in the expression of the O antigen (27, 53–55). Gerding et al. reported that the Tol-Pal proteins have a role to play in cell division in E. coli, where they localize to the site of division and appear to promote proper invagination of the outer membrane (56).

The upregulation of the biosynthesis of putrescine was recorded after 1 h of exposure to glycerol. This divalent cation is essential for growth and exerts a number of functions within the cell. In regard to membrane and surface structures, this polyamine is one of the constituents of the outer membrane of Salmonella species (57, 58). It also plays a role in the regulation of the pore size of outer membrane proteins, including OmpF and OmpC, with binding of putrescine causing closure and a resulting decrease of outer membrane permeability (59).

The CpxRA system is an important factor controlling several genes in response to envelope stress (37). In terms of activation, this system is usually in an active state and is controlled by the activity of CpxP, which acts like a switch in order to turn off activity (37). The *cpxP* gene, coding for this periplasmic negative regulator, exhibited increased expression following exposure to both NaCl and KCl, suggesting that this particular envelope stress pathway is not required during osmotic challenge with these ionic compounds.

In contrast to the cellular effects observed following exposure to glycerol, 1 h of exposure to either NaCl or KCl resulted in a decrease in expression of genes associated with LPS biosynthesis. Conversely, after 6 h of exposure to KCl, a number of genes belonging to the *rfa* and *rfb* loci and the *wzzB* O-antigen length regulator were upregulated. However, decreases in the expression of the LPS core biosynthesis regulator (*rfaH*) and the *rcsB* and *yojN* (*rscD*) two-component system controlling capsule, cell division, and the expression of *wzz* genes were observed (60, 61). Deletion mutants of *S*. Typhimurium lacking the *rfaH* gene have been used as vaccine candidates in mice (61). As such, the decrease in expression of this regulator under NaCl- and KCl-induced stress may be associated with a decrease in the virulence of the pathogen. Overall, the effect and extent of membrane changes following KCl-induced stress remain unclear and may require further investigation.

In regard to membrane stress responses, both NaCl and KCl induced a significant upregulation of the *psp* genes at both 1 and 6 h postexposure. This system was first described in E. coli and was linked to filamentous phage infection (62). It has since been shown to play a role in the response to other stressors, such as ethanol, heat, and osmotic shock, where it is believed that the dissipation of the proton motive force (PMF) is an inducing signal (37, 63, 64). Induction of this system suggests that it may be the primary method of preservation of the membrane and the PMF when Salmonella cells are exposed to both NaCl and KCl.

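For *rpoE* (SL2604) the log2 fold change in KCl was 0.03 (adjusted p = 0.977) after 1 h and 0.33 (adjusted p = 0.445) after 24 h. In glycerol after 6 h it was 0.88 (adjusted p = 0.0347), and the direct contrast of KCl with glycerol at 6 h was 0.35 (standard error 0.28, adjusted p = 0.336). The log2 ratio was 2.60 ± 0.16 in the control and 3.83 ± 0.32 in KCl after 6 h (mean ± SD, n = 3 arrays each). *rpoE* (KCl 1 h and KCl 24 h) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *rpoE* (glycerol 6 h and KCl 6 h) did not meet the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *rpoE* (KCl 1 h) turned to -0.11 with quantile normalization between arrays, *rpoE* (KCl 1 h) turned to -0.24 with Cy3 alone, *rpoE* (KCl 1 h) turned to -0.05 with the deposited ratios, *rpoE* (KCl 1 h) turned to -0.05 with local background subtraction, *rpoE* (KCl 24 h) turned to -0.11 and *rpoE* (contrast KCl 6 h with glycerol 6 h) to -0.04 with Feature Extraction processed signals, and *rpoE* (KCl 24 h) turned to -0.43 with loess within arrays. *rpoE* (glycerol 6 h and KCl 6 h) lost the threshold with Feature Extraction processed signals and with loess within arrays and *rpoE* (glycerol 6 h) lost it with quantile normalization between arrays. *rpoE* (KCl 24 h) passed the threshold with Cy3 alone and *rpoE* (KCl 24 h and contrast KCl 6 h with glycerol 6 h) passed it with the deposited ratios and local background subtraction. *rpoE* (glycerol 6 h) lost the threshold without ESP control replicate 1 or 2 or glycerol 6 h replicate 1 or 3 (adjusted p = 0.247 at most).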

The σ^E^ regulator, encoded by *rpoE*, showed a significant induction only under KCl-induced stress. This gene plays a pivotal role in the regulation of genes involved in the response to envelope stress, like that encountered under a variety of environmental stress conditions, such as heat, starvation, and osmotic shock with NaCl (65–68). Recent studies have also shown that this regulator is required for long-term desiccation survival (6, 7). Here, we demonstrate that this gene may also function in the response to envelope stress induced by KCl.

Overall, these data show that while the water activity has an effect on the cell membrane, the type of effect is highly dependent on the solute in question.

### Ion transport.

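*zntA* (SL3541) had a log2 ratio of 1.73 ± 0.53 in the control, 2.21 ± 0.30 after 1 h in KCl, 2.69 ± 0.17 after 6 h and 1.96 ± 0.24 after 24 h (mean ± SD, n = 3 arrays each). The log2 fold changes after 1 h and 24 h were 0.48 (adjusted p = 0.445) and 0.23 (adjusted p = 0.599). *zntA* (1 h and 24 h) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls.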

KCl-stressed bacteria also showed significant increases in the expression of a Zn^2+^ export gene, *zntA*. Similar to copper, zinc is also essential for growth but can become toxic at high levels, thereby leading to the induction of export pumps (69). Interestingly, in comparison to the findings for the control inoculum, all three humectants were shown to induce increases in the expression of *zraP*, a zinc resistance gene, after 6 and 24 h of exposure. 

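After 6 h, *zraP* (SL4111) had log2 fold changes of 4.27 (standard error 0.35, adjusted p = 1.23e-08) in NaCl, 3.92 (standard error 0.35, adjusted p = 9.01e-10) in KCl, and 2.38 (standard error 0.35, adjusted p = 5.78e-05) in glycerol. After 24 h they were 3.10 (adjusted p = 1.06e-06) in KCl and 3.63 (adjusted p = 2.13e-07) in glycerol. The log2 ratio was 0.07 ± 0.48 in the control and 4.07 ± 0.34 after 24 h in NaCl (mean ± SD, n = 3 arrays each). Without NaCl 24 h replicate 2 the change after 24 h in NaCl was 4.12, and without glycerol 24 h replicate 2 that in glycerol was 3.43. *zraP* (NaCl 6 h, KCl 6 h, glycerol 6 h, KCl 24 h, glycerol 24 h, and NaCl 24 h) met the criterion of 2 probes and had all 3 exposed arrays above the 3 controls. *zraP* (glycerol 6 h, KCl 24 h, and NaCl 24 h) lost the threshold with loess within arrays.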

ZraP is a membrane-bound protein that undergoes cleavage under high Zn^2+^ concentrations, leading to the release of the zinc-binding region into the periplasm (70). These results indicate that under these growth conditions, *zraP* may be important in sustaining viability.

### Other differentially expressed regulatory mechanisms.

Significant changes in the expression of a number of (global) regulatory genes were also observed. Interestingly, *ramA* was induced under NaCl- and KCl-induced stress but not in response to glycerol. 

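In glycerol, *ramA* (SL0569) was at -0.59 (adjusted p = 0.109) after 1 h, -0.17 (standard error 0.27, adjusted p = 0.754) after 6 h, and 0.18 (adjusted p = 0.702) after 24 h. At 6 h the direct contrasts with glycerol were 1.28 (standard error 0.27, adjusted p = 7.58e-04) for NaCl and 1.40 (standard error 0.27, adjusted p = 1.43e-04) for KCl, and the log2 ratio was 0.11 ± 0.16 in the control, 1.22 ± 0.11 in NaCl, 1.34 ± 0.15 in KCl, and -0.05 ± 0.10 in glycerol (mean ± SD, n = 3 arrays each). *ramA* (1 h) did not meet the criterion of 2 probes and had all 3 exposed arrays below the 3 controls. *ramA* (6 h and 24 h) did not meet the criterion of 2 probes and had exposed arrays within the range of the controls. *ramA* (6 h) turned to 0.05 with loess within arrays. *ramA* (contrast NaCl 6 h with glycerol 6 h) lost the threshold with loess within arrays. *ramA* (1 h) passed the threshold with the slide as a block.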

Overexpression of this gene can lead to an increase in the level of resistance to certain antimicrobial compounds due to increased AcrAB-TolC expression and decreases in OmpF expression (71–73). Bailey et al. demonstrated that the involvement of the RamA regulon may not be restricted to antimicrobial resistance-related genes/mechanisms alone but may also play a role in virulence; however, this was not tested *in vivo* (73). Nonetheless, whether alterations in environmental *a_w_* levels exert an effect on the antibiotic resistance profile of Salmonella has not been described and may prove an interesting avenue for future investigation.

### Conclusions.

In conclusion, this study investigated the transcriptomic response of *S*. Typhimurium 4/74 to three humectants used in the modern food industry. It compared differential gene expression in response to all three compounds at a common water activity level. These data document the differential responses observed following exposure to ionic (NaCl, KCl) and nonionic (glycerol) water-reducing agents. In comparison to the differential gene expression achieved by exposure to NaCl and glycerol, cells exposed to KCl showed overall higher levels of differential gene expression. 

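Between times, the contrasts called 484 genes from 1 h to 6 h in KCl, 652 from 6 h to 24 h, and 318 from 1 h to 24 h. In NaCl the numbers were 131, 153, and 356, and in glycerol 280, 69, and 234. At 24 h, the direct contrasts called 110 genes between NaCl and KCl and 193 between KCl and glycerol. With 1 array left out these ranged from 65 to 155 and from 103 to 369. The labels of a NaCl and a glycerol array at 24 h are in doubt. The contrasts between times called, with Feature Extraction processed signals, 167, 116 and 21 in KCl, 18, 13 and 30 in NaCl, and 31, 15 and 20 in glycerol, and the direct contrasts at 24 h 7 and 17.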

As many of these genes were of unknown function, further characterization may uncover specific survival mechanisms in response to KCl. After exposure to all three humectants, cells showed increases in gluconate metabolism and *zraP* expression. Cells exposed to NaCl and KCl demonstrated increases in osmoprotectant transport along with increases in the expression of the *ramA* and *psp* genes. In contrast, glycerol induced the downregulation of osmoprotectant transporters but gave rise to an initial increase in the expression of membrane-associated genes, perhaps indicating stabilization of the outer membrane.

Finally, the test conditions applied in this study were not typical of those used to completely inhibit growth, and it is also the case that organisms such as Salmonella would not be controlled in foods by preventing or slowing growth; complete elimination would be the goal. The significance of the work reported here should be considered in this context, and further work that builds on these findings should take account of this. Nevertheless, it is hoped that this information will allow food manufacturers to gain a deeper understanding of how foodborne microorganisms may respond when introduced to alternative water-limiting ingredients.

## Supplementary Material

Supplemental material

# Supplementary material for: Exposure of Salmonella enterica Serovar Typhimurium to Three Humectants Used in the Food Industry Induces Different Osmoadaptation Systems
**Source:** Appl Environ Microbiol. 2015 Sep 4;81(19):6800–11. doi: 10.1128/AEM.01379-15
**Supplement:** Supplemental material

Supplemental material 

# Exposure of *Salmonella enterica* serovar Typhimurium to three humectants used in the food industry induces different osmo-adaptation systems

## Supplemental material

- Supplemental file 1 -

  Oligonucleotide primers used in qRT-PCR analysis (Table S1) and validation of microarray data using qRT-PCR (Fig. S1).

  PDF, 143K
- Supplemental file 2 -

  Gene changes occurring in *Salmonella* Typhimurium 4/74 after NaCl exposure (Data Set S1).

  XLSX, 107K
- Supplemental file 3 -

  Gene changes occurring in *Salmonella* Typhimurium 4/74 after KCl exposure (Data Set S2).

  XLSX, 172K
- Supplemental file 4 -

  Gene changes occurring in *Salmonella* Typhimurium 4/74 after glycerol exposure (Data Set S3).

  XLSX, 241K

# Supplementary material for: Exposure of Salmonella enterica Serovar Typhimurium to Three Humectants Used in the Food Industry Induces Different Osmoadaptation Systems
**Source:** Appl Environ Microbiol. 2015 Sep 4;81(19):6800–11. doi: 10.1128/AEM.01379-15
**Supplement:** Supplemental material

**Table S1.** Oligonucleotide primers used in qRT-PCR analysis

| <b>Gene</b> | <b>Forward Primer (5' → 3')</b> | <b>Reverse Primer (5'→ 3')</b> |
|-------------|---------------------------------|--------------------------------|
| <i>16S</i>  | ATTGACGTTACCCGCAGAAGA           | GGGATTTCACATCCGACTTGA          |
| <i>pocR</i> | CTCCGATTGCTGCGGATTGT            | CTGACCCTGAGCTCTTGAATG          |
| <i>putP</i> | GGTGTTCTGCTGTCTGCTATC           | TACCACCAGCACCATCACTCG          |
| <i>ompW</i> | CGACATAAGGACGCACTTTG            | GTTGAATTGCTGGCGGCTACG          |
| <i>hisD</i> | GAACGTCAACTGGCGGAACT            | GTAATCGCATCCACCAAATCG          |
| <i>eutS</i> | CAGCCTTCATCGCTAAATCG            | GTCACGCTGGCGCATCTCA            |
| <i>virK</i> | GATCCTCCTGTCCGAGGAACA           | TGCCAACGGCGTATCATTGAA          |
| <i>fadL</i> | GTCAGATTCCCAGCGACACC            | ACTTCCGAGCGGTAGGTCAG           |
| <i>Edd</i>  | CACTTTACCCGAAGCGCCT             | GATTGTGTCGTTGTCGTGCGT          |
| <i>zraP</i> | GTCAGTAGCGCGTTGTATTC            | ATGTGGCAACAGGGAGGTAG           |

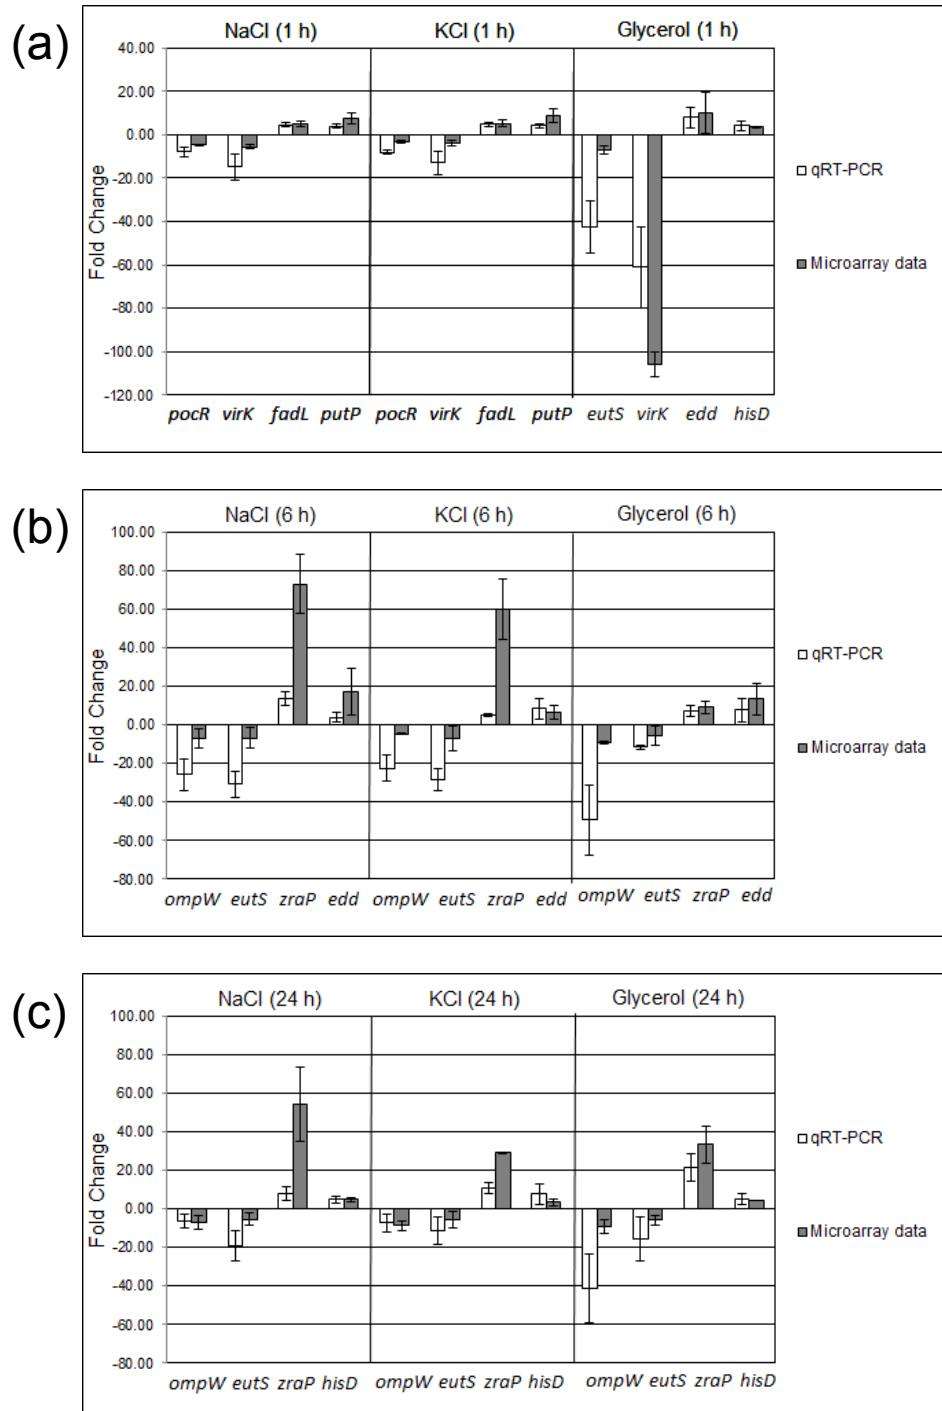

**FIG. S1.** Validation of microarray data using qRT-PCR at (a) 1 h, (b) 6 h and (c) 24 h. The 16S rDNA gene was used to normalise the data and fold-change was calculated using the  $2^{-\Delta\Delta CT}$  method.

How the deposited data were processed for this re-analysis (not part of the article)

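RNA from the ESP inoculum and from cells kept at 24°C in 6% NaCl, 9.25% KCl or 10% glycerol for 1, 6 or 24 h was hybridized as Cy3-labeled cDNA, with Cy5-labeled genomic DNA as the common reference. The 10 groups of 3 biological replicates gave 30 arrays. Groups, times and replicate numbers were taken from the titles and time point labels of the samples and match the paper. The extraction protocols in the labels of all 9 KCl and all 9 glycerol samples say 24 h, which conflicts with the 1 h and 6 h titles, and the titles were followed. Every array kept its label, including the pair of 24 h arrays treated at the end of the text.

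For each spot the authors deposited the median intensity of each channel, its local background and a processed intensity, all on a linear scale and as written by Feature Extraction software, per the file headers. The processed intensity had, per the file headers, its background subtracted and the dyes normalized within the array by linear and lowess steps. The authors also deposited a table of log2 ratios. On each of the 30 arrays these log2 values equalled the ratio of the Cy3 to the Cy5 median signal of the same spot within 0.001, for 100% of the 15737 values, so the deposited log2 values hold no background correction and no normalization between arrays. The further normalization named in the methods is in none of these values, and the paper and its supplemental files did not state its settings. The flags for spot uniformity and for signal above background were used as deposited. The columns for saturation were read and counted, and other columns were not used here.

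The plan, fixed before the data were examined, named mean signals with their background, and the processed signals if mean and background signals were lacking. The files give median signals with a background. Read strictly, the plan would have led to the processed signals. The median signals were taken instead, from the column names and before any test, because the processed signals contain an intensity-dependent dye normalization that the plan excluded for a genomic DNA reference. The processed signals were run as an alternative, and the numbers of genes they called in each comparison and shared among humectants are printed with the main ones.

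Background was corrected with the normexp method of limma (version 3.58.1) with an offset of 50. The log2 ratio of Cy3 to Cy5 was formed, spots marked as not uniform or as outliers of their population in either channel, or marked by hand, were set to missing, and each array was centred on the median of its probes. The marked spots numbered 0 to 660 per array (median 5.5). Of 14680 probes of genes, 14679 were kept, those with Cy3 well above background on all 3 arrays of at least 1 group and Cy5 well above background on at least 50% of the arrays. They represent 5053 genes, 4875 of them with 2 or more probes. Left out were 78 CRISPR probes and 45 repeated control probes (450 spots). No probe was dim on all arrays of a group.

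Median Cy3 signals were 28.5 to 128 times those of the negative control spots of the same array (median 56), lowest after 24 h in NaCl (28.5 to 33.4), and 94.5 to 100% of the probes were well above background. Correlations of log2 ratios between replicates ranged from 0.894 (NaCl, 24 h) to 0.978 (NaCl, 1 h), and the highest between any 2 arrays was 0.98.

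All 30 arrays entered a limma fit with 10 groups, an empirical Bayes estimate of the spread and no covariates. Each of the 9 exposures was compared with the control, humectants were compared directly at each time, and times were compared within each humectant. A gene was called when at least 2 of its probes changed by more than 3-fold in the same direction, each with a Benjamini-Hochberg adjusted p under 0.05 over all probes of that comparison. The limits of 3-fold and 2 probes are those of the methods. For the log2 fold change of a gene, its probes were averaged on each array after the mean of each probe over the arrays was removed, and the averages were fitted with limma in the same way, with the adjustment over all 5053 genes. The 20 gene sets were written from the paper's text and tested with the fry method of limma (180 tests, adjusted together), and with its camera method, using an estimated correlation, as an alternative. Overlaps and correlations between comparisons that share the control arrays were set beside 100 simulations. In these, unchanged groups shared 3 controls, all drawn from the residuals of the 30 arrays.

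Gene names came from the probe names (4423 genes) or from the paper's Data Sets (170), and 461 genes have an identifier only. Where a name occurs on more than 1 gene (*sucA*, *rfbU*, *rfbX*, *fadB*, *flhA*, *flgM*, *pduG*), each carries its identifier, and both enter the gene set. The genes named in the text follow a rule written in advance: each gene the paper names in its results, its discussion or Fig. S1 (a list of 101), the members of the gene sets, and for each comparison the gene with the largest rise and the one with the largest fall among the called genes whose 3 exposed arrays all lie on the same side of the 3 controls. Numbers of genes listed by the paper were read from its text and Data Sets.

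The alternatives set in advance were run one at a time: Feature Extraction processed signals, a normexp offset of 1, loess within arrays, quantile normalization between arrays, Cy3 alone with quantile normalization, the deposited log2 ratios, no filter or a strict filter on dim probes, only the 6 arrays of a comparison, the methods' t-test with unadjusted and with adjusted p, unadjusted p of limma, 1 probe enough for a call, calls from the fit on gene averages, the replicate number or the slide as a block, camera, and each array left out in turn. Cy3 alone, as it is called in the text, changed 2 choices, the channel and the normalization between arrays, and the processed signals changed the background correction and the dye normalization together, so their shifts are not the effect of 1 choice. A block for the day of scanning was not run, as the 30 arrays were scanned on 1 day. Subtraction of the local background was added later. With 1 array left out, the other 2 of its group and the spread pooled over all groups were used.

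The fits were tested on simulated data with 5053 genes, in which 200 genes changed by 2 log2 units in a single comparison (NaCl, 6 h). Of these, 184 (92%) were called in the right direction, with median log2 fold changes of 2.02 and -2.02, and 0 unchanged genes were called there or in the 8 other comparisons. The fit on gene averages found 198 of them, the methods' t-test 184 and the replicate block 182. The fry method found a set of 17 genes that had been changed by 1 log2 unit and passed over an unchanged set.

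R 4.3.3 was used with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Growth, survival and quantitative PCR were not analysed here, and 1 gene and the gene set result that needs it are not reported here.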

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

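The test for genomic DNA in the Cy3 cDNA was written after the result was seen, and local background subtraction was likewise chosen later. A signal appeared in genes the paper does not discuss: of the 506 genes with the lowest 10% of control levels, 167 were called higher after 6 h in KCl and 0 lower. In the 8 other comparisons with the control, 0 to 24 of these genes were called higher. The 167 genes had a median log2 fold change of 2.86 after 6 h, 0.29 after 1 h and 0.38 after 24 h in KCl. It was 0.01 after 6 h in NaCl. They were chosen for their rise, and over all 506 genes the median after 6 h in KCl was 0.86. Over the whole array, 30 of 100 genes with SLP2 identifiers and 4 of 13 with SLP3 identifiers were called higher, against 368 of 4511 with SL identifiers, 12 of 99 with SLP1 identifiers and 31 of 330 small RNAs.

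Carried-over genomic DNA would raise all genes of low level alike, but 41.1% of these genes rose by under 0.5 log2 units or fell. Low Cy3 signal would raise the same genes by a similar amount after 24 h in NaCl, the group with the lowest median signal. There the median of the 167 genes was 0.73, with 5 called, but choosing them by their rise in KCl widens this difference. Over all 506 genes the medians were 0.86 after 6 h in KCl and 0.535 after 24 h in NaCl, with 167 and 7 called. Low signal may thus account for much of the median rise, while far fewer genes were called in NaCl. The test cannot settle its share, since probes dim on some arrays numbered 810 after 6 h in KCl and 95 after 24 h in NaCl. With the slide as a block 164 of the 506 genes were called after 6 h in KCl, and with the local background subtracted 166. With 1 KCl array left out at least 158 were called, and the 3 arrays correlated at 0.89 to 0.903. The number was 144 with Cy3 alone, 96 with Feature Extraction processed signals and 77 with loess, so its size depends on the normalization. None of the technical sources tested was shown to give the whole pattern, and smaller contributions were not excluded. The pattern may be a passing response of weakly expressed genes to 6 h in KCl, a hypothesis that the exposure and time allow. RNA quality and growth of single cultures were not tested.

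Direct contrasts showed differences between humectants at the same time, each tested in the limma fit. They called 526 genes between NaCl and glycerol and 449 between KCl and glycerol at 1 h. The numbers at 6 h were 461 between NaCl and KCl, 360 between NaCl and glycerol and 655 between KCl and glycerol, and at 24 h 110 between NaCl and KCl and 193 between KCl and glycerol. With the slide as a block they were 573 and 506, 458, 360 and 629, and 115 and 132, so slides did not account for them. With Feature Extraction processed signals they were 62 and 63, 165, 43 and 217, and 7 and 17. Leaving out 1 array gave 65 to 155 for NaCl and KCl and 103 to 369 for KCl and glycerol at 24 h, where the labels of a pair of arrays are in doubt. Normalization changed how many genes were called, and the humectant, the factor of the design, may account for the differences that remained.

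Contrasts of times within a humectant also differed: 6 h against 1 h, 24 h against 6 h and 24 h against 1 h called 131, 153 and 356 genes in NaCl, 484, 652 and 318 in KCl, and 280, 69 and 234 in glycerol. The slide block gave 119, 185 and 382, 515, 603 and 338, and 291, 100 and 243, and Feature Extraction processed signals 18, 13 and 30, 167, 116 and 21, and 31, 15 and 20. Glycerol at 24 h against 6 h ranged from 49 to 125 with 1 array left out. Cy3 signal was lower at 24 h than at 1 h in NaCl and in glycerol, and a lower signal was not separated from time in these contrasts. Time of exposure may account for them, and changes in the cultures unrelated to the humectant were not tested, since no culture without humectant was sampled later than the inoculum.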

How the results depend on the processing

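Subtraction of the local background was chosen after the data had been seen, and every other setting here was set in advance. For each difference below the cause was not tested, unless the construction of the setting is named with it. In the main setting, the numbers of genes called were 63, 172 and 170 after 1, 6 and 24 h in NaCl (30, 79 and 73 higher), 31, 471 and 271 in KCl (20, 445 and 105 higher), and 346, 190 and 212 in glycerol (168, 92 and 80 higher). Genes shared by NaCl and KCl, NaCl and glycerol, KCl and glycerol, and all 3 numbered 22, 3, 0 and 0 at 1 h, 70, 45, 31 and 13 at 6 h, 91, 119, 98 and 75 at 24 h. Direct contrasts of the same 3 pairs called 0, 526 and 449 at 1 h, 461, 360 and 655 at 6 h, and 110, 0 and 193 at 24 h. Contrasts of 6 h with 1 h, 24 h with 6 h, and 24 h with 1 h called 131, 153 and 356 in NaCl, 484, 652 and 318 in KCl, and 280, 69 and 234 in glycerol. Correlations of the same pairs, across genes that are not independent replicates, were 0.722, 0.0678 and 0.0821 at 1 h, 0.39, 0.181 and 0.172 at 6 h, and 0.614, 0.833 and 0.525 at 24 h. In all, 7717 fold changes and 85 gene set results passed the threshold. The orders given here hold for each setting below.

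A normexp offset of 1, no filter on dim probes, a strict filter and the slide as a block left each of these 50 values within 1.5 times or, for correlations, within the spread between arrays. Over them the genes called numbered 60 to 63, 151 to 179, 167 to 186, 31 to 34, 471 to 485, 253 to 287, 346 to 377, 181 to 199, and 212 to 228, for NaCl, KCl and glycerol at 1, 6 and 24 h each. With the offset of 1, 361 of 365 fold changes of named genes and 73 of 73 gene set results kept direction and side of the threshold, and with either filter 365 and 73 did. With the slide block 348 and 63 did, and the flagella and motility set (NaCl 24 h) from 0.07 to -0.0291 turned, past the threshold only with the block. Past it only with the block were also the flagella and motility set (KCl 6 h), the chemotaxis set (KCl 6 h), the flagella and motility set (glycerol 24 h), *glnA* (NaCl 1 h), *pspA* (KCl 1 h), *pspC* (KCl 1 h), *proX* (NaCl 6 h), *mdh* (glycerol 24 h), *dnaJ* (KCl 24 h), *zntA* (NaCl 6 h), and *ramA* (glycerol 1 h), and only without it the ProU set (KCl 24 h), the LPS core rfa set (KCl 24 h), *asnA* (NaCl 1 h), *rfaH* (KCl 6 h), *fliA* (NaCl 6 h), *htpG* (NaCl 6 h), *otsB* (KCl 24 h), and *mgtB* (NaCl 6 h minus KCl 6 h). These calls are given beside their results.

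With the replicate block, 60, 173 and 171 genes were called in NaCl, 31, 471 and 273 in KCl and 348, 189 and 210 in glycerol. Deviations from the group means correlated at a median of 0.0493 between arrays with the same number and -0.0262 between arrays with different numbers. Over 0.1 were 55 of 135 pairs with the same number and 76 of 270 pairs with different numbers. A weak pairing by number was thus neither shown nor excluded. The calls of 7 results differed: the O antigen rfb set (KCl 6 h) and the flagella and propanediol sets (glycerol 1 h) passed the threshold with the block, as did *rfbN* (NaCl 1 h), and *asnA* (NaCl 1 h), *otsB* (KCl 6 h) and *groES* (KCl 24 h) passed it only without. No other call of a named gene or set differed. Arrays on the same slide correlated at a median of 0.139 and arrays on other slides at -0.0513.

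With Feature Extraction processed signals, which contain a dye normalization, the numbers of genes were 0, 15 (14 higher) and 13 (2 higher) after 1, 6 and 24 h in NaCl, 0, 169 and 19 (11 higher) in KCl, and 47, 21 and 23 (4 higher) in glycerol. Shared genes numbered 0, 0, 0 and 0 at 1 h, 7, 4, 2 and 1 at 6 h, 4, 9, 5 and 4 at 24 h. Direct contrasts then called 0, 62 and 63 at 1 h, 165, 43 and 217 at 6 h, and 7, 0 and 17 at 24 h. Between times the contrasts called 18, 13 and 30 in NaCl, 167, 116 and 21 in KCl, and 31, 15 and 20 in glycerol. Among the correlations, that of NaCl and KCl at 1 h moved to 0.482 and that of NaCl and glycerol at 1 h moved to 0.191. Past the threshold were 3965 fold changes. Of 365 fold changes of named genes, 242 kept direction and side of the threshold, 108 lost the threshold, 1 gained it, 12 moved without a call, and 2 changed sign, and of 73 gene set results 55 did, 11 lost the threshold, 6 moved without a call, and 1 changed sign. Of those called in either setting, the O antigen rfb set (glycerol 1 h) from 1.17 to -0.18, *ompC* (KCl 24 h) from -0.98 to 0.21, and *ompW* (KCl 24 h) from -1.51 to 0.0696 changed sign.

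With loess within arrays, the numbers of genes were 0, 11 (9 higher) and 7 (0 higher) after 1, 6 and 24 h in NaCl, 0, 148 and 13 (10 higher) in KCl, and 25 (16 higher), 8 (5 higher) and 13 (1 higher) in glycerol. Shared genes numbered 0, 0, 0 and 0 at 1 h, 5, 1, 2 and 1 at 6 h, 2, 6, 2 and 2 at 24 h. Direct contrasts then called 0, 31 and 32 at 1 h, 133, 23 and 149 at 6 h, and 7, 0 and 12 at 24 h. Between times the contrasts called 14, 8 and 22 in NaCl, 127, 91 and 12 in KCl, and 25, 10 and 19 in glycerol. The correlations were 0.276, 0.23 and 0.0388 at 1 h, 0.223, 0.134 and 0.249 at 6 h, and 0.397, 0.521 and 0.399 at 24 h. Past the threshold were 1284 fold changes and 39 gene set results. With a genomic DNA reference loess may remove expression differences, so these losses do not separate artifacts from changes. Of 365 fold changes of named genes, 126 kept direction and side of the threshold, 189 lost the threshold, 34 moved without a call, and 16 changed sign, and of 73 gene set results 37 did, 23 lost the threshold, 12 moved without a call, and 1 changed sign. Of those called in either setting, the O antigen rfb set (KCl 6 h) from -0.12 to 0.32, *asnA* (KCl 1 h) from 1.45 to -0.044, *pspB* (NaCl 1 h) from 1.51 to -0.14, *pspD* (NaCl 1 h) from 1.74 to -0.31, STM1491 (NaCl 6 h) from 1.20 to -0.10, *otsA* (NaCl 6 h) from 1.17 to -0.37, *rfaH* (NaCl 6 h) from -0.88 to 0.0663, *fliA* (KCl 6 h) from -1.31 to 0.0294, *pspD* (NaCl 6 h) from 2.24 to -0.20, *chaA* (NaCl 6 h) from 1.11 to -0.0367, *galK* (KCl 24 h) from 1.36 to -0.0453, *otsA* (KCl 24 h) from 1.46 to -0.16, *pspD* (KCl 24 h) from 1.69 to -0.19, *fliA* (glycerol 24 h) from -1.21 to 0.12, *rpoS* (glycerol 1 h) from -1.05 to 0.0752, *nhaA* (NaCl 6 h minus glycerol 6 h) from 0.91 to -0.11, and *nhaR* (NaCl 6 h minus glycerol 6 h) from 0.74 to -0.17 changed sign.

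With Cy3 alone, without the genomic DNA channel and with quantile normalization, the numbers of genes were 107, 299 and 270 (85 higher) after 1, 6 and 24 h in NaCl, 76 (37 higher), 551 (433 higher) and 443 in KCl, and 498, 303 and 333 in glycerol. Shared genes numbered 61, 9, 7 and 4 at 1 h, 137, 82, 53 and 30 at 6 h, 180, 230, 179 and 161 at 24 h. Between times the contrasts called 261, 240 and 394 in NaCl, 557, 687 and 484 in KCl, and 409, 130 and 401 in glycerol. Genes called in the contrast of NaCl 1 h with KCl 1 h numbered 2, genes called in the contrast of NaCl 24 h with KCl 24 h numbered 179, and genes called in the contrast of KCl 24 h with glycerol 24 h numbered 312. Among the correlations, that of NaCl and KCl at 1 h moved to 0.88 and that of NaCl and KCl at 6 h moved to 0.474. Past the threshold were 12553 fold changes. Of 365 fold changes of named genes, 317 kept direction and side of the threshold, 3 lost the threshold, 42 gained it, and 3 moved without a call, and of 73 gene set results 62 did, 9 gained it and 2 moved without a call.

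With 1 probe enough for a call, a looser rule by construction, the numbers of genes were 157, 354 and 328 after 1, 6 and 24 h in NaCl, 70, 774 and 508 in KCl, and 625, 396 and 407 in glycerol. Shared genes numbered 44, 15, 4 and 3 at 1 h, 142, 91, 68 and 29 at 6 h, 177, 240, 191 and 152 at 24 h. Direct contrasts then called 0, 992 and 826 at 1 h, 760, 728 and 1167 at 6 h, and 314, 0 and 451 at 24 h. Between times the contrasts called 320, 429 and 835 in NaCl, 932, 1195 and 636 in KCl, and 550, 150 and 473 in glycerol. Fold changes of single genes and sets do not use this rule.

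The methods' t-test with adjusted p estimates the spread of each probe from 6 arrays alone, and the numbers of genes were 0, 30 and 0 after 1, 6 and 24 h in NaCl, 0, 382 and 40 in KCl, and 105, 1 and 0 in glycerol. Shared genes numbered 0, 0, 0 and 0 at 1 h, 24, 1, 1 and 1 at 6 h, 0, 0, 0 and 0 at 24 h. Direct contrasts then called 0, 419 and 230 at 1 h, 389, 219 and 527 at 6 h, and 0, 0 and 0 at 24 h. Between times the contrasts called 60, 0 and 150 in NaCl, 417, 505 and 70 in KCl, and 48, 0 and 0 in glycerol. Past the threshold were 1806 fold changes. Of 365 fold changes of named genes, 224 kept direction and side of the threshold, 137 lost the threshold and 4 gained it.

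With only the 6 arrays of a comparison, so with fewer arrays behind the spread, genes called in NaCl 24 h numbered 113, genes called in KCl 1 h numbered 19, genes called in glycerol 24 h numbered 112, genes shared by NaCl and glycerol at 24 h numbered 64, genes shared by all 3 at 24 h numbered 48, genes called in the contrast of NaCl 24 h with KCl 24 h numbered 2, genes called in the contrast of KCl 24 h with glycerol 24 h numbered 32, and genes called in the contrast of glycerol 24 h with glycerol 6 h numbered 28, while 42 of 50 values stayed as defined above. Of 365 fold changes of named genes, 332 kept direction and side of the threshold, 14 lost the threshold and 19 gained it, and of 73 gene set results 60 did, 11 lost the threshold and 2 gained it. At unadjusted p of limma, a looser limit by construction, genes shared by NaCl and glycerol at 1 h numbered 5, genes called in the contrast of NaCl 1 h with KCl 1 h numbered 7, and genes called in the contrast of NaCl 24 h with glycerol 24 h numbered 5, and 13249 fold changes passed, while 46 of 50 values stayed as defined above. By the methods' t-test without adjustment, genes shared by NaCl and glycerol at 1 h numbered 5, genes called in the contrast of NaCl 1 h with KCl 1 h numbered 8, and genes called in the contrast of KCl 24 h with glycerol 24 h numbered 124, while 46 of 49 values stayed as defined above.

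With quantile normalization between arrays, genes shared by NaCl and glycerol at 1 h numbered 1 and genes called in the contrast of NaCl 1 h with KCl 1 h numbered 1, while 48 of 50 values stayed as defined above. That setting also moved the share of higher genes, to 33 of 46 in NaCl 1 h and 57 of 175 in NaCl 24 h. Of 365 fold changes of named genes, 353 kept direction and side of the threshold, 4 lost the threshold, 6 gained it, and 2 moved without a call, and of 73 gene set results 63 did, 3 lost the threshold, 6 gained it, and 1 moved without a call. With the deposited log2 ratios, genes shared by NaCl and KCl at 1 h numbered 35, genes shared by NaCl and glycerol at 1 h numbered 5, and genes shared by KCl and glycerol at 1 h numbered 1, while 47 of 50 values stayed as defined above. With the local background subtracted, chosen after the data had been seen, genes shared by NaCl and KCl at 1 h numbered 35, genes shared by NaCl and glycerol at 1 h numbered 5, and genes shared by KCl and glycerol at 1 h numbered 1, while 47 of 50 values stayed as defined above. With calls from the fit on gene averages, genes shared by KCl and glycerol at 1 h numbered 1 and genes shared by all 3 at 1 h numbered 1, while 37 of 39 values stayed as defined above. With camera in place of fry, 3 of 180 gene set results passed the threshold where fry gave 85. Camera asks whether a set changed more than other genes, and fry whether it changed at all, so these numbers answer different questions.

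With each array left out in turn, 396 of 420 values of the first paragraph stayed as defined above. Genes called in NaCl 1 h ranged from 29 (without NaCl 1 h replicate 3) to 70 (without ESP control replicate 2) and genes called in KCl 1 h ranged from 17 (without ESP control replicate 1) to 29 (without ESP control replicate 3). Genes called in glycerol 24 h ranged from 136 (without glycerol 24 h replicate 1) to 355 (without glycerol 24 h replicate 2) and genes shared by NaCl and KCl at 1 h ranged from 14 (without KCl 1 h replicate 3) to 22 (without NaCl 1 h replicate 2). Genes shared by NaCl and glycerol at 1 h ranged from 1 (without NaCl 1 h replicate 1) to 5 (without NaCl 1 h replicate 2) and genes shared by KCl and glycerol at 1 h ranged from 0 (without ESP control replicate 1) to 2 (without ESP control replicate 3). Genes shared by all 3 at 1 h ranged from 0 (without ESP control replicate 1) to 1 (without ESP control replicate 3) and the correlation of NaCl and glycerol at 1 h ranged from 0.0189 (without glycerol 1 h replicate 2) to 0.167 (without ESP control replicate 2). Genes shared by KCl and glycerol at 6 h ranged from 19 (without glycerol 6 h replicate 3) to 35 (without ESP control replicate 3) and genes shared by KCl and glycerol at 24 h ranged from 61 (without ESP control replicate 3) to 114 (without glycerol 24 h replicate 2). The correlation of NaCl and glycerol at 24 h ranged from 0.616 (without NaCl 24 h replicate 2) to 0.886 (without NaCl 24 h replicate 3) and genes called in the contrast of NaCl 24 h with KCl 24 h ranged from 65 (without KCl 24 h replicate 1) to 155 (without NaCl 24 h replicate 3). Genes called in the contrast of NaCl 24 h with glycerol 24 h ranged from 0 (without NaCl 24 h replicate 1) to 64 (without NaCl 24 h replicate 2) and genes called in the contrast of KCl 24 h with glycerol 24 h ranged from 103 (without glycerol 24 h replicate 1) to 369 (without glycerol 24 h replicate 2). Genes called in the contrast of glycerol 24 h with glycerol 6 h ranged from 49 (without glycerol 6 h replicate 3) to 125 (without glycerol 24 h replicate 2). Of 2190 fold changes of named genes so recomputed, 1988 kept direction and side of the threshold, 167 lost it, 13 gained it and 22 changed sign or size without a call, and of 438 gene set results 391 kept both. Medians that turned past the threshold were those of 2 sets: the O antigen rfb set (KCl 6 h) ranged from -0.33 (without ESP control replicate 2) to 0.11 (without KCl 6 h replicate 3), and the flagella and motility set (NaCl 24 h) ranged from -0.0528 (without NaCl 24 h replicate 3) to 0.14 (without NaCl 24 h replicate 2). Where fewer genes are called with an array left out, fewer arrays are behind the estimate.

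A block for the day of scanning was not run, because the 30 arrays were scanned on 1 day. Results of 1 probe enough and of calls from gene averages exist for numbers of genes alone, and the methods' t-test gave none for gene sets. Cy3 signals were 28.5 to 128 times those of negative control spots. The main filter on dim probes left out 1 of 14680 probes and no probe was dim on all arrays of a group, so the settings with no filter and with a strict filter had next to nothing to change and are no test of brightness. Precision is limited by the 3 arrays per group.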

Differences from the paper's values

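Of 32 values of the paper compared, 25 differ here by more than 1.5 times, and for fold decreases by more than the SD of the 3 arrays. They include 14 of the 18 numbers of genes higher or lower, and 14 of these are lower here. For each, the settings under which the value came within 1.5 times of the paper's are named, and under each other alternative set before the data were examined it did not. Causes are not treated in this part.

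The paper gives 63 genes higher after 1 h in NaCl, and 30 were called here. The number came within range with Cy3 alone and 1 probe enough for a call. For genes lower in NaCl at 1 h, its number is 159 and the one here 33. It was within range with 1 probe enough for a call. The paper's 170 genes higher after 6 h in NaCl stand against 79 here. Within range it came with Cy3 alone and 1 probe enough for a call. The paper gives 311 genes lower after 6 h in NaCl, and 93 were called here. The number came within range with 1 probe enough for a call. For genes lower in NaCl at 24 h, its number is 183 and the one here 97. It was within range with Cy3 alone, 1 probe enough for a call, and without NaCl 24 h replicate 3.

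The paper gives 47 genes higher after 1 h in KCl, and 20 were called here. The number came within range with Cy3 alone and 1 probe enough for a call. For genes lower in KCl at 1 h, its number is 118 and the one here 11. It stayed out of range under every setting. The paper's 409 genes lower after 6 h in KCl stand against 26 here. Under no setting did it come within range. The paper gives 207 genes higher after 24 h in KCl, and 105 were called here. The number came within range with Cy3 alone and 1 probe enough for a call. For genes lower in KCl at 24 h, its number is 472 and the one here 166. It stayed out of range under every setting.

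The paper gives 363 genes higher after 1 h in glycerol, and 168 were called here. The number came within range with 1 probe enough for a call. For genes lower in glycerol at 1 h, its number is 343 and the one here 178. It was within range with Cy3 alone and 1 probe enough for a call. The paper's 160 genes higher after 6 h in glycerol stand against 92 here. Within range it came with Cy3 alone, 1 probe enough for a call, and without ESP control replicate 3. The paper gives 290 genes lower after 6 h in glycerol, and 98 were called here. The number came within range with 1 probe enough for a call.

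Genes higher in NaCl and KCl at 1 h number 40 in the paper and 17 here, and came within range with Cy3 alone. At 1 h, the paper's lists share 63 genes lower in NaCl and KCl (counted from its Data Sets), 5 are shared here, and range was reached under no setting. Genes lower in all 3 humectants at 1 h number 9 in the paper (counted from its Data Sets) and 0 here, and came within range under no setting. At 6 h, the paper's lists share 97 genes higher in NaCl and KCl (counted from its Data Sets), 54 are shared here, and range was reached with Cy3 alone, the deposited ratios, 1 probe enough for a call, and local background subtraction (chosen after seeing the values). Genes higher in all 3 humectants at 6 h number 10 in the paper (counted from its Data Sets) and 6 here, and came within range with Cy3 alone, only the 6 arrays of a comparison, the methods' t-test without adjustment, unadjusted p of limma, and 1 probe enough for a call. At 6 h, the paper's lists share 103 genes lower in NaCl and KCl (counted from its Data Sets), 16 are shared here, and range was reached under no setting. Genes lower in all 3 humectants at 6 h number 33 in the paper (counted from its Data Sets) and 7 here, and came within range with Cy3 alone. At 24 h, the paper's lists share 143 genes lower in NaCl and KCl (counted from its Data Sets), 71 are shared here, and range was reached with Cy3 alone and 1 probe enough for a call. Genes lower in all 3 humectants at 24 h number 95 in the paper (counted from its Data Sets) and 62 here, and came within range with a normexp offset of 1, quantile normalization, Cy3 alone, the deposited ratios, unadjusted p of limma, 1 probe enough for a call, local background subtraction (chosen after seeing the values), without ESP control replicate 1, without ESP control replicate 2, without NaCl 24 h replicate 3, without KCl 24 h replicate 2, and without glycerol 24 h replicate 2.

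For *rfaH* after 1 h in KCl the paper gives a decrease of 3.8-fold, and here it is 2.07-fold, within range with Cy3 alone. For *mdoC* after 1 h in KCl the paper gives a decrease of 60-fold, and here it is 1.40-fold, within range under no setting. The Data Sets list *mdoC* there at 0.0167 times the control, a level that is taken up in the last paragraph of the text.

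Of the directions that the paper states, 245 pairs of gene and exposure were compared, and 243 have that direction here. It places *osmY* higher after 1 h in NaCl, and its log2 fold change here is -0.66 (adjusted p = 0.403), negative under each setting. It places *proP* lower after 6 h in glycerol, and here it is 0.24 (adjusted p = 0.738), positive except without ESP control replicate 1 (-0.09). Of the 245, 199 passed the adjusted threshold of limma in that direction, 125 were over 3-fold and 126 were called by 2 probes. The number past the threshold was 233 with Cy3 alone, 228 at unadjusted p of limma, 222 with the deposited ratios and also by the methods' t-test without adjustment, 212 with only the 6 arrays, 200 with the slide block and 200 with quantile normalization. It was 222 with local background subtraction, chosen after seeing the values. The methods' t-test with adjusted p gave 100, the replicate block 197 and the lower normexp offset 198. Feature Extraction processed signals gave 113, with 237 in the paper's direction, and loess 41, with 212.

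In its Data Sets the paper lists 90 entries as lower that were called higher here, 73 of them after 6 h in KCl, and 0 as higher that were called lower.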

Other observations

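The tests on slides, on normexp as a cause, and on values at a fixed minimum were written after the results were seen. The array labelled NaCl 24 h replicate 2 resembles the arrays labelled glycerol 24 h replicates 1 and 3 (r = 0.878 and 0.857 across genes, which are not independent replicates). The array labelled glycerol 24 h replicate 2 correlated less closely with NaCl 24 h replicates 1 and 3 (r = 0.67 with each). Those NaCl arrays correlated with each other at 0.85, so an exchange is less clear from this array. With glycerol 24 h replicates 1 and 3 it correlated at 0.50 and 0.45. Over genes that differed between NaCl and glycerol at 6 h, the arrays labelled NaCl 24 h scored 0.53, -1.26 and 0.65, and those labelled glycerol 24 h -1.15, 0.82 and -1.25. The difference between both arrays of number 2 was -2.08, as an exchange of their labels predicts, so the labels may have been exchanged. Of the 10 ways to split the 6 arrays into groups of 3, the one with both arrays exchanged called 237 genes, and the 9 others, the labelled one among them, called 0. That split was seen in the values before it was counted, and its number is not a test. The slide was not the source, since the nearest glycerol array lay on another slide (r = 0.878), and low signal was not either, as the array labelled NaCl replicate 2 was 33.4 times as bright as its negative controls, the highest of its group. Whether the exchange arose after the paper's lists were made cannot be told: in a regression of its NaCl 24 h list on the 6 arrays, the coefficient of the array labelled NaCl replicate 2 minus that of the array labelled glycerol replicate 2 was -0.26, while its glycerol list was carried most by the array labelled glycerol replicate 2.

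For each of the 9 exposures, the 3 exposed and 3 control arrays were split in the 10 possible ways. In each case 1 of the 10 splits, the labelled one, called as many genes as were observed, and the other 9 called 0, or up to 2 for glycerol at 24 h. A share of 1 in 10 is the smallest that 10 splits allow, so chance was not excluded by this test alone.

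The Cy5 signal of a probe, which comes from genomic DNA, followed its Cy3 change with slopes of 0.106 to 0.143 over the 9 comparisons (r = 0.398 to 0.632). A constant share of the Cy3 brightness read in the Cy5 channel predicts a steeper slope for probes with a high ratio, and the slope was steeper in 9 of 9 comparisons (0.171 to 0.198 for the probes with the highest ratios, 0.0442 to 0.0983 for those with the lowest). This is consistent with such a share, and other sources were not tested. Background correction by normexp was not the source, as the lowest slope on uncorrected signals was 0.106. Normexp did assign the Cy5 channel a background of 4399.7 to 12064.7, where the local background was 68 to 98. A Cy5 signal that follows Cy3 makes log2 ratios smaller than the changes in cDNA. No biological explanation was tested.

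Over the genes in the paper's Data Sets, the listed log2 fold changes rose with those here at slopes of 1.44 to 1.73 (r = 0.774 to 0.923), except after 6 h in KCl, where the slope was 0.975 and r = 0.464. The 90 entries listed as lower and called higher here are all listed at 0.02 times the control or less (100%), as are 296 entries in all, 111 of them after 6 h in KCl. Among genes at or under that level in 2 or more comparisons, 29 of 60 have the same listed value in 2 of them, against 2 of 518 other genes listed as lower (Fisher's exact test, p = 6.89e-30, with genes not independent). This suggests values at a fixed minimum in the lists. Spots without signal were not the source, since 100% of the probe spots of these genes were well above background. Of the 90 entries, 100% were higher with each of Cy3 alone, loess, Feature Extraction processed signals and the deposited ratios. They were chosen as called higher in the same scans, and the settings of the paper's own processing are not known. That processing was therefore not excluded as the source. *mdoC* after 1 h in KCl, listed at 0.0167 times the control, is among the 296 entries at 0.02 times the control or less, so its listed fold may not be a measured one. No biological explanation was tested.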
